# Genome-Wide Analysis of Gene Regulatory Networks of the FVE-HDA6-FLD Complex in *Arabidopsis*

**DOI:** 10.3389/fpls.2016.00555

**Published:** 2016-04-28

**Authors:** Chun-Wei Yu, Kao-Yuan Chang, Keqiang Wu

**Keywords:** MSIL, FVE, histone deacetylase, HDA6, flowering, *Arabidopsis*

## Abstract

FVE/MSI4 is a homolog of the mammalian RbAp48 protein. We found that FVE regulates flowering time by repressing *FLC* through decreasing histone H3K4 trimethylation and H3 acetylation. Furthermore, FVE interacts with the histone deacetylase HDA6 and the histone demethylase FLD, suggesting that these proteins may form a protein complex to regulate flowering time. To further investigate the function of the FVE-FLD-HDA6 complex, we compared the gene expression profiles of *fve*, *fld*, and *hda6* mutant plants by using RNA-seq analysis. Among the mis-regulated genes found in *fve* plants, 51.8 and 36.5% of them were also mis-regulated in *fld* and *hda6* plants, respectively, suggesting that FVE, HDA6, and FLD may regulate the gene expression in the same developmental processes in *Arabidopsis*. Gene ontology analysis revealed that among 383 genes co-regulated by FVE, HDA6, and FLD, 15.6% of them are involved in transcription, 8.2% in RNA metabolic process, 7.7% in response to abiotic stress, and 6.3% in hormone stimulus. Taken together, these results indicate that HDA6, FVE, and FLD co-regulate the gene expression in multiple development processes and pathways.

## Introduction

MSI1-like WD40 repeat (MSIL) proteins are subunits of many protein complexes controlling chromatin dynamics (Hennig et al., 2005). MSI1 was first found in a screen for multicopy suppressors of the *ira1* mutation in yeast and was therefore termed MSI1. Most MSIL proteins contain seven WD40 domains (Smith et al., 1999; Van Nocker and Ludwig, 2003). The number and sequence of intervening amino acids between individual WD40 repeats are different in MSIL proteins compared with other WD40 repeat proteins (Vermaak et al., 1999). In *Arabidopsis*, three clades are represented by MSI1, MSI2, and MSI3, as well as MSI4/FVE and MSI5 (Hennig et al., 2005). The function of MSIL proteins in plants has also been characterized. Loss of *MSI1* function in *Arabidopsis* causes seed abortion (Köhler et al., 2003; Ausín et al., 2004; Guitton et al., 2004; Kim et al., 2004). *FVE/MSI4* was identified by screening for late flowering mutants in *Arabidopsis* (Koornneef et al., 1991; Ausín et al., 2004). It was found that FVE/MSI4 is required for transcriptional repression of *FLOWERING LOCUS C (FLC)* encoding a repressor of the transition from vegetative to reproductive development in *Arabidopsis.*

In plants, the transition from a vegetative to a reproductive phase is critical to reproductive success and is genetically controlled by a network of flowering genes (He, 2009). In *Arabidopsis*, multiple genetic pathways act in response to developmental cues and environmental signals to control the floral transition, including vernalization, autonomous, photoperiod, and gibberellin-dependent pathways (Mouradov et al., 2002; Boss et al., 2004). *FLC* encodes an MADS-box transcription factor and plays a central role in flowering-time regulation in *Arabidopsis* (Michaels and Amasino, 1999; Sheldon et al., 1999). In winter annual plants, *FRIGIDA (FRI)* and a *FRI* relative *FRI LIKE 1 (FRL1)* act to up-regulate the expression of *FLC*, whereas a non-functional *FRI* allele (such as Col ecotype) contributes to the early flowering phenotype (Johanson et al., 2000; Michaels et al., 2003).

The vernalization and autonomous pathways converge on and repress the expression of *FLC*. Prolonged cold exposure (vernalization) leads to a series of repressive histone modifications in *FLC* chromatin, including histone deacetylation, H3K4 demethylation, as well as H3K9 and H3K27 di- and tri-methylation (Bastow et al., 2004; Sung and Amasino, 2004; Sung et al., 2006; Finnegan and Dennis, 2007). Genetic screening identified a number of autonomous pathway genes including *FVE*, *FLD*, *LD*, *FLK*, *FY*, *FCA*, and *FPA* (Koornneef et al., 1998; Simpson, 2004). Mutations in these loci result in late flowering in both long day and short day photoperiods (Koornneef et al., 1998; Simpson, 2004). RNA processing plays a crucial role in the autonomous pathway. The function of FCA, FPA, and FY involves a set of long non-coding antisense transcripts termed *COOLAIR* at the *FLC* locus (Hepworth and Dean, 2015). Both FCA and FPA are RNA-recognition motif (RRM)-type RNA-binding proteins and they function partially redundantly to control alternative splicing and 3′-end processing of mRNAs (Hornyik et al., 2010). FY is a cleavage and poly(A) specificity factor component. FCA and FPA act with FY and the cleavage stimulation factors CstF64 and CstF77 to promote the choice of the proximal poly(A) site (Liu et al., 2010). This process is also regulated by the activity of the core spliceosome component PRP8 and CYCLIN DEPENDENT KINASE GROUP C2 (CDKC2; Marquardt et al., 2014; Wang et al., 2014). In addition, other proteins such as GRP7 and PRP39 involved in various aspects of RNA metabolism have also been associated with the autonomous pathway (Wang et al., 2007; Streitner et al., 2008).

More recent studies indicated that histone modifications are also involved in the autonomous pathway of flowering. *FLD* encoding a Lysine Specific Demethylase1 (LSD1) type histone demethylase is involved in the histone H3 lysine 4 demethylation (He et al., 2003; Liu et al., 2007). The histone deacetylase HDA6 regulates flowering time by directly interacting with FLD (Yu et al., 2011). Increased levels of histone H3 acetylation and H3K4 trimethylation at *FLC* were found in both *hda6* and *fld* mutant plants, suggesting that both HDA6 and FLD are involved in *FLC* repression by histone deacetylation and demethylation. Analysis of *fld* mutants also suggested a positive feedback mechanism coupling histone methylation with COOLAIR splicing and polyadenylation (Liu et al., 2010; Marquardt et al., 2014). Alternative processing of COOLAIR leads to histone methylation changes of *FLC*, which provides a positive feedback loop reinforcing splicing and chromatin modification outcomes. Furthermore, HDA6 was also shown to associate with FVE/MSI4 in repression of *FLC* expression (Gu et al., 2011). Collectively, these data suggested that HDA6 may form a HDAC complex with FVE and FLD to regulate gene expression in control of flowering time.

In this study, we further investigated the function of FVE and its interaction with HDA6 and FLD. We showed that FVE regulates flowering time by repressing *FLC* through decreasing H3K4 trimethylation and H3 acetylation. Furthermore, transcriptome analysis indicated that FVE, HDA6, and FLD co-regulate the gene expression involved in cell wall-loosening, transport, transcription, and hormone signaling in *Arabidopsis*.

## Materials and Methods

### Plant Materials

*Arabidopsis* plants were grown under long day (16 h light, 8 h dark) or short day (8 h light, 16 h dark) conditions. *hda6-6 (axe1-5)* is a *hda6* mutant carrying a point mutation on *HDA6* splicing site (Murfett et al., 2001), whereas *fve-4* has a point mutation resulting an early stop in translation of *FVE* (Ausín et al., 2004; Kim et al., 2004). *fld-6* is a T-DNA insertion mutant line (SAIL_642_C05) carrying a T-DNA insertion in the second exon of *FLD* (Yu et al., 2011).

### RNA Extraction and Quantitative RT-PCR Analysis

Total RNA was isolated with the TRIZOL Reagent (Invitrogen) according to the manufacture’s protocol. To synthesize cDNA, 2 microgram of total RNA was used to synthesize cDNA by MMLV Reverse Transcriptase (Promega). Real-time PCR was performed by using iQ SYBR Green Supermix solution (Bio-Rad). The gene specific primers used for real-time RT-PCR are listed in Supplementary Table S12. Each sample was quantified at least in triplicates and normalized using *Ubiquitin10 (UBQ)* as an internal control.

### Chromatin Immunoprecipitation Assays

Chromatin immunoprecipitation (ChIP) assays were performed as described (Yu et al., 2011). The chromatin was sheared to an average length of 500 bp by sonication for immunoprecipitation. The following antibodies were used: anti-acetylated histone H3K9K14 (Millipore; Catalog no. 06-599), anti-tri-methylated histone H3K4 (Millipore; Catalog no. 04-745), and anti-tri-methylated histone H3K27 (Millipore; Catalog no. 17-622). The DNA cross-linked to immunoprecipitated proteins was reversed and recovered by Phenol: Chloroform: Isoamyl Alcohol (25:24:1) purification. Then, the DNA was analyzed by real-time PCR using specific primers (Supplementary Table S12).

### Bimolecular Fluorescence Complementation (BiFC) Assays

To generate the constructs for BiFC assays, full-length cDNA fragments of HDA6, FVE, and FLD were PCR-amplified and cloned into the pCR8/GW/TOPO (Invitrogen) vectors, and then recombined into the YN (pEarleyGate201-YN) and YC (pEarleyGate202-YC) Vectors (Lu et al., 2010). Constructed vectors were transiently transformed into tobacco (*Nicotiana benthamiana*) leaves. Transfected leaves were then examined using a TCS SP5 (Leica) Confocal Spectral Microscope Imaging System.

### Genome-Wide mRNA Sequencing

Total RNA was prepared using a standard TRIZOL Reagent extraction method from 0.2 to 0.3 g of 2-week-old *Arabidopsis* plants. Poly-A containing mRNA molecules were purified using poly-T oligo-attached magnetic beads. Then, cDNA was synthesized by using random Hexamer priming. The second-strand was generated to create double-stranded cDNA. cDNA templates were purified by using the Qiagen kit followed by end repair, poly A tailing and adaptor connection. Libraries were sequenced using the Illumina HiSeq^TM^ 2500. Illumina’s CASAVA pipeline (Version 1.8) was used to produces FASTQ files. More than 20 million clean reads were obtained in each sample. All clean reads were mapped to the TAIR10 genome^1^. RPKM (reads per kilobase of exon model per million mapped reads; Mortazavi et al., 2008) values were computed based on these mapped reads using RackJ^2^, and student *T*-tests were carried out based on RPKM values. Genes were consider as significantly differentially expressed with a *p*-value < 0.05 and relative change threshold of twofold. GO terms and functionally clusters were analyzed with the DAVID Web tools (Huang et al., 2009). Both heatmap and scatter plot analysis were done in R project (Severin et al., 2010). The functional clusters enrichment analysis was calculated by comparing the whole *Arabidopsis* genome, and the highest classification was selected for clustering.

For Col and *hda6-6*, three biological repeats were performed and the data are consistent for each genotype (Supplementary Figure S5). For *fld-6* and *fve-4*, one library was analyzed for each genotype and qRT-PCR was performed to validate RNA-seq data (Supplementary Figure S4). The RNA-seq data were deposited in GeneBank (Accession number: GSE78946).

## Results

### *hda6-6* and *fve-4* Mutants Display Delayed Flowering

*hda6-6 (axe1-5)* is a *hda6* mutant carrying a point mutation on *HDA6* splicing site (Murfett et al., 2001; Blevins et al., 2014), whereas *fve-4* has a point mutation resulting an early stop in translation of *FVE* (Kim et al., 2004). To investigate the genetic interaction between *HDA6* and *FVE*, *hda6-6 fve-4* double mutants were generated by crossing *hda6-6* and *fve-4* mutants. Both *hda6-6* and *fve-4* mutant plants displayed later flowering phenotypes under long-day (LD, 16 h light and 8 h dark) and short-day (SD, 8 h light and 16 h dark) conditions (**Figures 1A,B**), as measured by the days of bolting and the rosette leaf numbers at flowering (**Figures 1C–F**). Compared to *hda6-6* and *fve-4* plants, the flowering time of *hda6-6 fve-4* plants was further delayed under both LD and SD (**Figure 1**). The delay in flowering time of *hda6-6*, *fve-4*, and *hda6-6 fve-4* mutants was completely corrected by 45 days of vernalization at 4°C (**Figures 1C–F**), supporting that both FVE and HDA6 are involved in the autonomous pathway of flowering transition.

**FIGURE 1:**
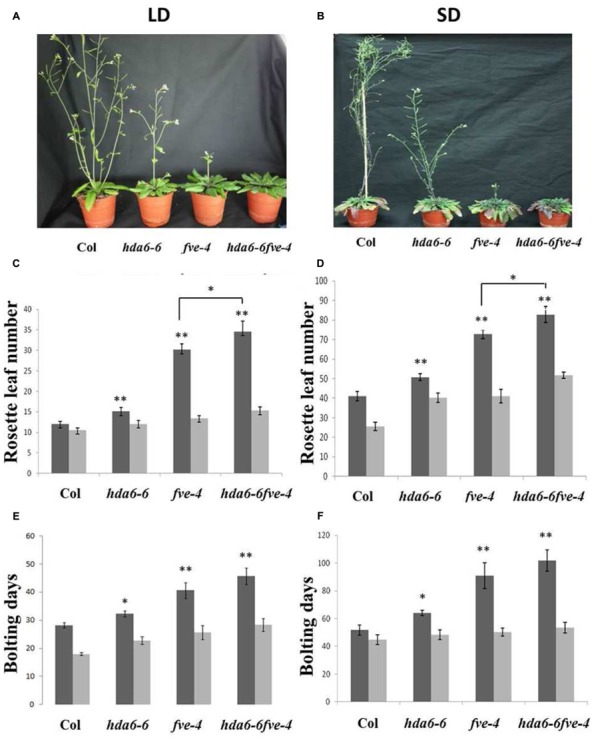
**Delayed flowering phenotypes of *hda6-6*, *fve-4* and *hda6-6fve-4* plants. (A,B)** *hda6-6*, *fve-4*, and *hda6-6fve-4* plants grown under long day (LD) and short day (SD) conditions compared with Col wild type. **(C–F)** Rosette leaf numbers and bolting days of Col, *hda6-6*, *fve-4*, and *hda6-6fve-4* plants grown under LD and SD without vernalization (black columns) or with 45 days vernalization (gray columns). At least 20 plants were scored for each line. Error bars indicate SD. *P < 0.05, **P < 0.01 (*t*-test).

We compared the expression of *FLC, MAF4*, and *MAF5* in *hda6-6*, *fve-4*, and *hda6-6 fve-4* plants by qRT-PCR. As shown in **Figure 2A**, *FLC*, *MAF4*, and *MAF5* were up-regulated in *hda6-6*, *fve-4*, and *hda6-6fve-4* plants compared with wild type plants. In contrast, the transcript levels of two downstream flowering integrators, *FT* and *SOC1*, as well as two flowering activators, *AGL8* and *SPL5*, were decreased in *hda6-6*, *fve-4*, and *hda6-6 fve-4* plants (**Figure 2B**).

**FIGURE 2:**
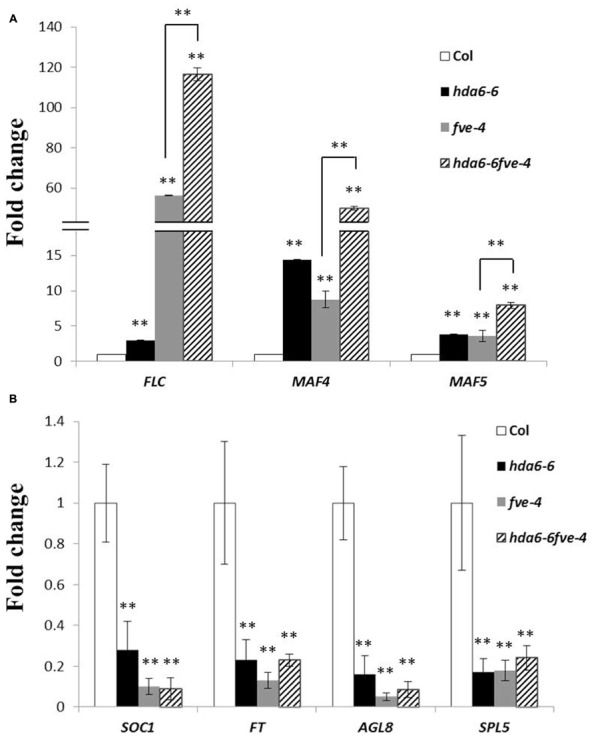
**Expression of flowering repressor and activator genes. (A)** Real-time RT-PCR analysis of the expression of *FLC*, *MAF4*, and *MAF5* in Col wild type, *hda6-6*, *fve-4*, and *hda6-6fve-4* plants grown under LD conditions for 20 days. The values shown are means ± SD. **(B)** Real-time RT-PCR analysis of the expression of *SOC1*, *FT*, *AGL8*, and *SPL5* in Col, *hda6-6*, *fve-4*, and *hda6-6fve-4* plants grown under LD conditions for 20 days. The values shown are means ± SD. ** Double asterisks denote statistical significance *P* < 0.01 (*t*-test).

### Histone H3 Acetylation and H3K4 Trimethylation Levels of *FLC* are Increased in *hda6-6, fve-4*, and *hda6-6 fve-4* Plants

To analyze whether the high expression of *FLC* in mutants is related to histone modifications in chromatin, ChIP assays were used to analyze the histone H3 acetylation level. As shown in **Figures 3A,B**, hyperacetylation of histone H3 was found in the promoter (P), first exon (E) and intron (I) regions of *FLC* in *hda6-6*, *fve-4*, and *hda6-6 fve-4* plants. ChIP assays were also used to analyze the histone H3K4 methylation level of *FLC*. As shown in **Figure 3C**, hypermethylation of histone H3K4 was also found in the promoter, first exon and intron regions of *FLC* in the mutants.

**FIGURE 3:**
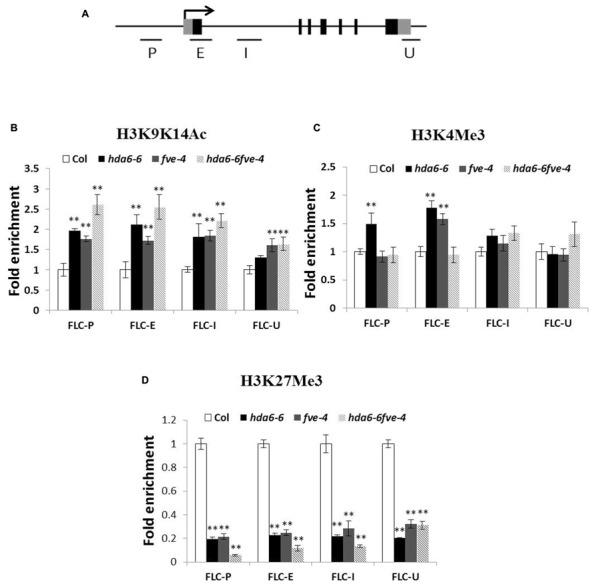
**Histone modification levels of *FLC* chromatin in *hda6-6*, *fve-4*, and *hda6-6fve-4* mutants. (A)** Schematic structure of genomic sequences of *FLC* and the regions examined by ChIP. **(B–D)** Relative levels of H3K9K14Ac **(B)**, H3K4Me3 **(C)**, and H3K27Me3 **(D)** of *FLC* in Col, *hda6-6*, *fve-4*, and *hda6-6 fve-4* seedlings grown under LD condition for 10 days. ** Double asterisks denote statistical significance *P* < 0.01 (*t*-test).

We further analyzed the histone H3K27 methylation level of *FLC* in *hda6-6*, *fve-4*, and *hda6-6 fve-4* plants. As shown in **Figure 3D**, hypomethylation of histone H3K27 was found in the promoter, first exon and intron as well as 3′-UTR regions of *FLC.* These results suggested that HDA6 and FVE regulate the expression of *FLC* by affecting chromatin acetylation and methylation.

### Genome-Wide Transcription Analysis of *fve*, *fld*, and *hda6* Mutants

Previous studies indicated that the *Arabidopsis* HDA6 is associated with FLD and FVE, forming HDAC complexes that control flowering time (Gu et al., 2011; Yu et al., 2011). We found that FVE can also interact with FLD by using bimolecular fluorescence complementation (BiFC) analysis (Supplementary Figure S1). These data suggested that FVE, FLD, and HDA6 may form a protein complex to regulate gene expression. To further study the function of FVE, FLD, and HDA6 in *Arabidopsis*, we compared the transcriptome of *fve-4*, *fld-6*, and *hda6-6* mutants with wild type by RNA-sequencing. 

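RNA of 14-day-old plants was read in 14 libraries. Col, hda6-6, hda5-1 and hda9-1 have 3 libraries each, and fve-4 and fld-6 have 1 library each. The authors gave each gene as RPKM (reads of a gene scaled by its exon length and the mapped reads of the library), from reads mapped to the TAIR10 genome. Each mutant was compared with Col by limma on log2(RPKM + 0.1) over the 23187 genes above RPKM 0.1 in at least 3 libraries, with genotype as the only factor. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. The fve-4 and fld-6 libraries have no spread of their own and were assumed to vary like the genotypes with 3 libraries.

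HDA6 (AT5G63110), the histone deacetylase gene mutated in hda6-6, was at an RPKM of 3.31 ± 0.415 (SD, n = 3) in hda6-6 and 9.28 ± 0.717 (SD, n = 3) in Col. This is a log2 fold change of -1.46 (standard error 0.13, adjusted p = 6.75e-06 from limma), and every library of the other genotypes was at 8.08 or above. FVE (AT2G19520), which encodes a WD40-repeat protein, was at 0.227 in fve-4 and at 17.38 or above in the other libraries, a log2 fold change of -6.05 (standard error 0.13, adjusted p = 3.03e-10). FLD (AT3G10390), a relative of the human histone demethylase gene LSD1, was at 3.52 in fld-6, inside the Col range of 3.42 to 4.08, so the level of FLD does not mark the fld-6 library. HDA5 (AT5G61060) fell in hda5-1 (log2 fold change -1.59) and HDA9 (AT3G44680) fell in hda9-1 (-2.94). MSI5 (AT4G29730), a relative of FVE, lay between -0.13 and 0.04 in the 5 mutants. Of these 6 genes, 1 was lower in each of hda6-6, fve-4, hda5-1 and hda9-1, none was called in fld-6, and the counts adjusted over the list alone were the same.

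**Figure D1:**
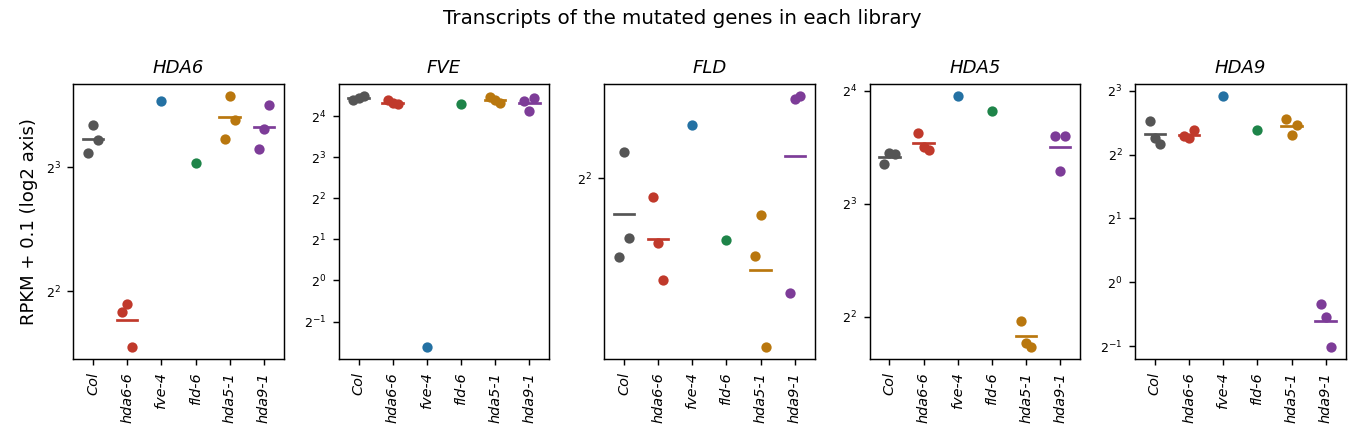
RPKM + 0.1 (log2 axis) of HDA6, FVE, FLD, HDA5 and HDA9 in Col, hda6-6, fve-4, fld-6, hda5-1 and hda9-1, where dots are libraries and lines are the means of genotypes with 3 libraries. HDA9 lies between 0.399 and 0.693 in hda9-1, and HDA5 between 3.23 and 3.80 in hda5-1.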

Total RNA were extracted from 14-day old plants grown under LD conditions. Genes with ≥ twofold increased or decreased expression and *P*-value ≤ 0.05 were considered to have significant expression differences. Differentially expressed genes identified in the mutants are listed in Supplementary Tables S3–S8. Compared with Col wild type, 1761 (62.5%) genes were up-regulated and 1057 (37.5%) genes were down-regulated in *hda6-6*; 2104 (52.9%) genes were up-regulated and 1871 (47.1%) genes were down-regulated in *fve-4*; whereas 1226 (48.3%) genes were up-regulated and 1313 (51.7%) genes were down-regulated in *fld-6* (**Figure 4**).

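In hda6-6, 1844 genes were higher and 1149 were lower than in Col (61.6% higher). The fve-4 library had 905 higher and 924 lower genes (49.5% higher), and the fld-6 library had 157 higher and 263 lower genes (37.4% higher). The largest rise in hda6-6 was that of AT4G16215, from an RPKM of 0.603 ± 0.0285 (SD, n = 3) to 897 ± 113 (SD, n = 3), a log2 fold change of 10.31 (standard error 0.64, adjusted p = 2.63e-07) from limma. The SINE-like retroposon SADHU3-1 (AT3G44042) was at 56.0 in hda6-6 and 0.0301 in Col, and the transposable element gene AT2G23490 was listed at 0 in all 3 Col libraries and at 61.5 in hda6-6. The largest fall in hda6-6 was that of ORA47 (AT1G74930), an AP2/ERF transcription factor gene of jasmonate responses, from 161 ± 37.6 (SD, n = 3) to 2.45 ± 1.16 (SD, n = 3). ORA47 also fell in fve-4, fld-6, hda5-1 and hda9-1, with log2 fold changes of -4.79, -3.72, -4.97 and -5.004. In fve-4, the non-coding RNA AT2G01422 rose from 0.327 to 129 and AT1G18010 fell by 7.30 on the log2 scale. In fld-6, AT2G36792 fell by 7.07 on the log2 scale, and the largest rise was that of the ribosomal RNA gene AT2G01020 (log2 fold change 4.25), which was not called without Col replicate 2 (3.66) or without Col replicate 3 (4.21). These genes were ranked among those with a mean RPKM of at least 2. Reads that could belong to overlapping or antisense genes or to paralogs were not told apart in RPKM. The median log2 fold change of all tested genes was 0.19 in fve-4, and scalings of RPKM chosen after the data were seen moved its counts to 453 higher and 1225 lower (median-of-ratios, 27.0% higher) or 445 higher and 1231 lower (trimmed-mean, 26.6% higher). With an adjusted p and no fold threshold, as planned, 3578 were higher and 1571 lower in fve-4 (69.5% higher).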

**FIGURE 4:**
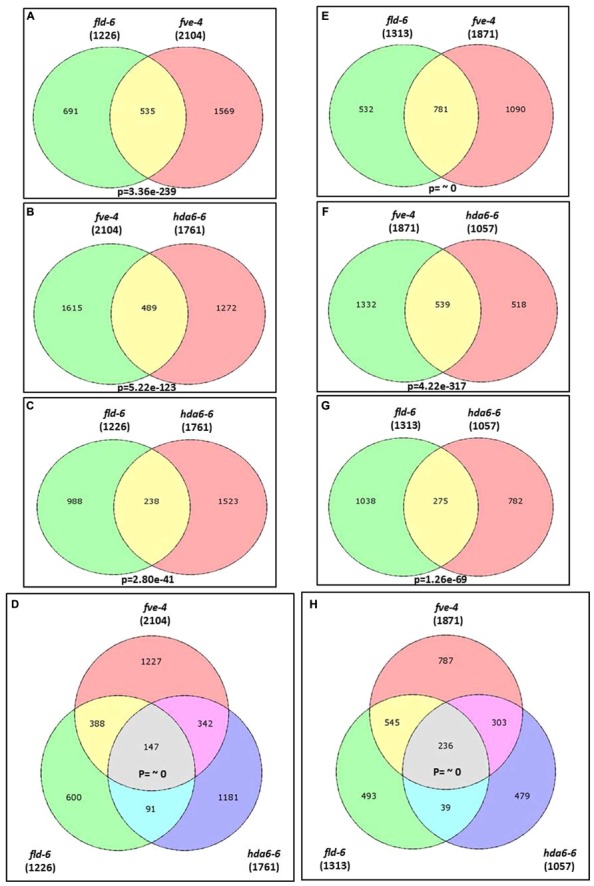
**Transcriptome profiles of *fve-4*, *fld-6* and *hda6-6* mutants. (A–D)** Venn diagrams showing the number of genes up-regulated (>twofold, *p*-value < 0.05) in *fve-4*, *fld-6*, and *hda6-6* mutants by using RNA-sequencing analysis. **(E–H)**. The number of genes down-regulated (<twofold, *p*-value < 0.05) in *fve-4*, *fld-6*, and *hda6-6* mutants. Numbers in parentheses represent the total numbers of up- or down-regulated genes in the respective mutants. The *P*-value of the Venn diagram **(A–C** and **E–G)** was calculated using the hypergeometric distribution. **(D,H)** Simulation-based *P*-values were calculated via R project.

Among the mis-regulated genes found in *fve-4*, 51.8 and 36.5% of them were also mis-regulated in *fld-6* and *hda6-6*, respectively (**Figure 4**), suggesting that FVE, HDA6, and FLD may regulate the gene expression involved in the same developmental pathways. 

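Of the genes called in fve-4, 14.6% were also called in the same direction in fld-6 (95% bootstrap interval over genes, 13 to 16.3%) and 45.1% in hda6-6 (42.8 to 47.4%). These intervals resample genes and hold no spread between libraries. The shares have unlike ceilings, since far fewer genes were called in fld-6 than in hda6-6. Over the genes of the other mutant, chosen after the values were seen, they were 63.6% for fld-6 and 27.6% for hda6-6. The 200 genes lower in both fve-4 and fld-6 include DIC2 (AT4G24570), which encodes a mitochondrial dicarboxylate carrier, with log2 fold changes of -5.004 and -3.62. The 67 genes higher in both include AOC1 (AT3G25760), which encodes an allene oxide cyclase of jasmonate synthesis, with 2.78 and 2.51. Between hda6-6 and fve-4, 309 higher and 516 lower genes were shared, among them AT1G34440 (6.11 and 6.09) and the glucosyltransferase gene UGT73C1 (AT2G36750) (-3.64 and -4.48). Between hda6-6 and fld-6, 79 higher and 181 lower genes were shared. The fve-4 genes were also shared with the mutants of 2 other histone deacetylase genes, 203 higher and 441 lower with hda5-1 and 153 higher and 494 lower with hda9-1.

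Independent lists of these sizes (n1*n2/N, with N = 23187) would share 6.1 higher and 10.5 lower genes between fve-4 and fld-6, 72 and 45.8 between hda6-6 and fve-4, and 12.5 and 13 between hda6-6 and fld-6. All mutants were set against the same 3 Col libraries. With a different Col library for each of the 3 mutants, which leaves a 2-fold ratio and no test, the shares were 22.3% in fld-6 and 35.4% in hda6-6 (mean of 6 rotations). By the same ratio, shared controls gave higher shares in fld-6, 29.7% against the Col mean and 32.7% against Col replicate 1 alone. The setting with Col replicate 1 alone was chosen after the values were seen. For hda6-6 the setting with shared controls adds a t-test, so its share is not compared. In 100 simulations of unchanged mutants against shared controls, fve-4 and fld-6 had at most 44 genes in common past 2-fold and an unadjusted p under 0.05, where 531 were observed, and fve-4 and hda6-6 had at most 32, where 997 were observed. Part of the excess may come from the shared controls. From the genes mis-regulated in common, the paper proposes that FVE, HDA6 and FLD may regulate genes of the same developmental pathways.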

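In fve-4, fld-6 and hda6-6 alike, 42 genes were called higher and 162 lower, where independent lists would give 0.49 and 0.52. AT5G26270, a gene without an assigned function, rose by 4.75 in hda6-6, 2.37 in fve-4 and 2.90 in fld-6 on the log2 scale, and had log2 fold changes of 0.18 in hda5-1 and 0.21 in hda9-1. AT1G72060 rose in the same 3 mutants, with log2 fold changes of 2.29, 2.77 and 3.17, and also in hda5-1 (2.81) and hda9-1 (1.70). AT2G15020 fell in all 5 mutants, with log2 fold changes of -4.53, -5.08, -4.03, -4.51 and -4.80 in hda6-6, fve-4, fld-6, hda5-1 and hda9-1. Of the 42 higher genes, 32 were also called higher in hda5-1, 23 in hda9-1 and 20 in both, and their median log2 fold changes in hda5-1 and hda9-1 were 1.67 and 1.103. Of the 162 lower genes, 152 were also called lower in hda5-1, 140 in hda9-1 and 136 in both, with medians of -1.96 and -1.91. Simulated unchanged mutants gave at most 1 gene called in all 3. They had at most 2 calls in any mutant, so this overlap could not be large. It does not show how much the shared controls add to lists of the observed sizes. With hda5-1 and hda9-1 in place of Col as the reference, a setting chosen after the data were seen, 24 genes were higher and 6 lower in all 3 mutants. Only 3 of the 24 and none of the 6 are among the 42 and 162, and against Col 15 of the 24, with HDA9 (AT3G44680) among them, and 5 of the 6 were called in the opposite direction in hda5-1 or hda9-1, so these counts in part measure the reference lines.

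**Figure D2:**
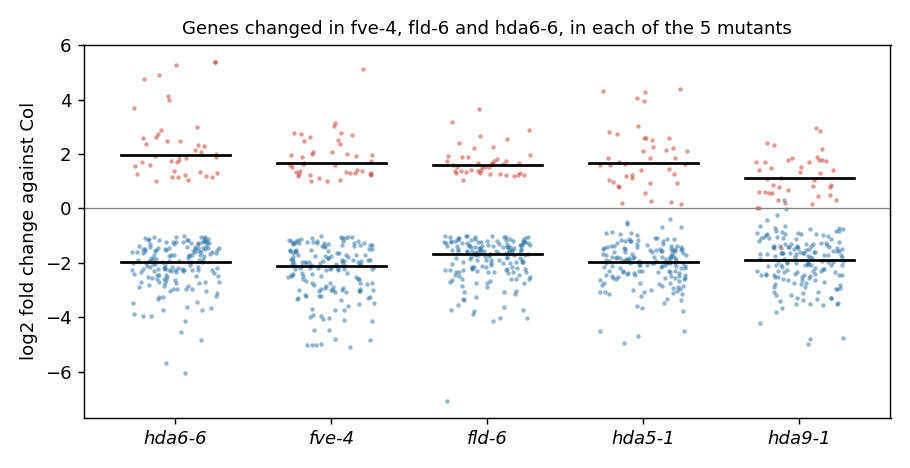
Log2 fold changes against Col (y axis) of the 42 higher genes (red dots) and the 162 lower genes (blue dots) in hda6-6, fve-4, fld-6, hda5-1 and hda9-1, with black lines at the medians. The medians in hda5-1 are 1.67 and -1.96.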

Among 383 genes co-regulated by FVE, HDA6, and FLD, 147 genes were up-regulated (**Figure 4D**), whereas 236 genes were down-regulated (**Figure 4H**) in the mutants. Next, we performed the functionally clustered and the gene ontology (GO) analysis of these co-regulated genes by using the DAVID (The Database for Annotation, Visualization, and Integrated Discovery) resource (Huang et al., 2009). 

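Zinc finger and NAC transcription factor genes are among those that fell in all 3 mutants. BBX28 (AT4G27310), a B-box gene, had log2 fold changes of -2.19, -3.01 and -1.65 in hda6-6, fve-4 and fld-6. ANAC102 (AT5G63790), a stress-responsive NAC gene, had -1.45, -1.96 and -1.60, and RHL41 (AT5G59820), the C2H2 zinc finger gene also named ZAT12, had -1.44, -2.96 and -2.70. DEAR4 (AT4G36900), a DREB-type gene, rose by 1.15, 1.32 and 1.40. Of 36 tested genes that Supplementary Table S2 classes as transcription, 25 were called lower in all 3 mutants, as were 22 of 33 in the class development, 17 of 24 in stress, 21 of 49 in metabolism, 6 of 9 in transport and 6 of 7 in kinase. Of the classes of Supplementary Table S1, 10 of 31 tested development genes were called higher in all 3 mutants, 5 of 23 in metabolism, 2 of 12 in stress, 3 of 10 in transcription, 3 of 12 in transport and 1 of 6 in kinase. In hda5-1, 34 of the 36 transcription genes of Supplementary Table S2 and 25 of the 31 development genes of Supplementary Table S1 were called in the same direction, and in hda9-1 30 and 17. The study chose both tables on these samples, so these counts are not independent evidence of a direction. Over both tables, 38 of 147 tested genes were called higher and 133 of 233 called lower in all 3 mutants.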

The predicted gene functions include chromatin remodeling, transcription, development, phosphorylation, metabolism, proteolysis, stress response, transport, and others (**Figure 5A**). In addition, GO analysis revealed that the major functions of these co-regulated genes are involved in transcription (15.6%), RNA metabolic process (8.2%), response to abiotic stress (7.7%), response to hormone stimulus (6.3%), as well as intracellular signaling cascade (6.1%; **Figure 5B**).

**FIGURE 5:**
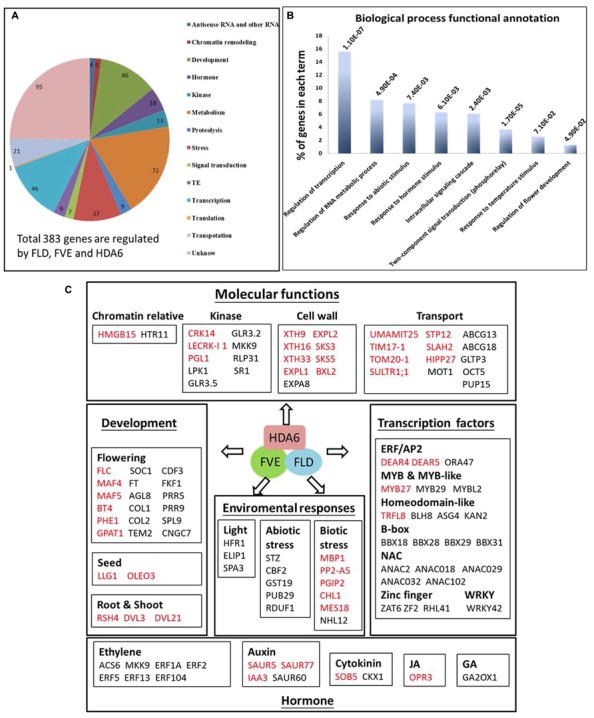
**Functional analysis of co-regulate genes in *fve-4, fld-6*, and *hda6-6* mutants. (A)** Gene Ontology classification of FVE, FLD, and HDA6 co-regulated genes. **(B)** DAVID functional clustering of the highly enriched GO terms in FVE-FLD-HDA6 co-regulated genes. **(C)** Representative FVE-FLD-HDA6 co-regulated genes with known functions in various molecular functions including development, enviromental responses, transcription regulation, and hormone responses. Genes repressed and activated by FVE-FLD-HDA6 are in red and black, respectively.

### FVE, FLD, and HDA6 Co-regulate Cell Wall-Loosening, Transport, Flowering and Hormone Related Genes

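FLC (AT5G10140), the MADS-box repressor of flowering, was at an RPKM of 45.6 in the fve-4 library and 81.6 in the fld-6 library, against 4.38 ± 0.601 (SD, n = 3) in Col. Its log2 fold changes were 3.36 (standard error 0.23, adjusted p = 8.77e-06) in fve-4 and 4.20 (standard error 0.23, adjusted p = 5.21e-06) in fld-6. In hda6-6 it was at 2.82 ± 0.564 (SD, n = 3), with a log2 fold change of -0.63 (standard error 0.16, adjusted p = 0.00993), short of 2-fold. By quantitative RT-PCR of older plants, the paper reports FLC higher in both hda6-6 and fve-4. SOC1 (AT2G45660), an activator of flowering, was at 54.3 ± 5.19 (SD, n = 3) in Col and fell by 1.21 in hda6-6, 1.64 in fve-4 and 3.07 in fld-6 on the log2 scale. FT (AT1G65480), the florigen gene, was at only 0.968 in Col. It fell in fve-4 (-2.79, and -0.89 and not called with a pseudocount of 1), and had -0.91 (adjusted p = 0.179) in hda6-6 and -2.12 (adjusted p = 0.14) in fld-6.

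Of the 6 genes of the FLC clade, 1 was higher in hda6-6, 3 in fve-4 and 1 in fld-6, none was lower, and the counts adjusted over the list alone were the same. MAF4 (AT5G65070) rose in hda6-6 (1.65) and fve-4 (1.64) and had 0.51 in fld-6, and MAF5 (AT5G65080) rose in fve-4 (1.49). In limma's camera test the clade was higher in fve-4 (adjusted p = 0.00747, 0.294 with an estimated correlation) and in fld-6 (adjusted p = 0.0121, 0.329 with an estimated correlation). Of 12 tested floral integrators and activators, 3 were lower in hda6-6, 5 in fve-4 and 3 in fld-6 (3, 5 and 6 adjusted over the list alone) and none was higher. They include SPL9 (AT2G42200), with -1.17, -1.62 and -1.47, and AGL8 (AT5G60910), with -1.05, -1.04 and -1.40 and no call in any of the 3 without Col replicate 3. In hda5-1, 5 of the 12 were lower (6 adjusted over the list alone) and none higher, with a median of -0.918. Its camera test gave an adjusted p of 0.000298 (0.289 with an estimated correlation). In hda9-1 none was called. The camera test of this list gave an adjusted p of 0.00011 in fve-4 (0.14 with an estimated correlation) and 6.17e-08 in fld-6 (0.157 with an estimated correlation).

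CDF3 (AT3G47500), a DOF factor gene, fell by 2.97, 2.36 and 2.13 in hda6-6, fve-4 and fld-6, and the clock gene PRR9 (AT2G46790) had -2.72, -2.61 and -2.07. COL1 (AT5G15850) fell in hda6-6 (-2.11) and was listed at 0 in fve-4. Of 11 morning-phased clock genes, 7 were lower in hda6-6, 7 in fve-4 and 2 in fld-6 (5 adjusted over the list alone), as were 6 in hda5-1 and 8 in hda9-1. Their camera test gave an adjusted p of 4.13e-07 in hda6-6, 2.09e-10 in fve-4 and 1.54e-05 in fld-6 (0.107, 0.0833 and 0.157 with an estimated correlation). With hda5-1 and hda9-1 in place of Col, chosen after the data were seen, this list was higher in fld-6 (median 0.629, adjusted p = 0.00215), lower in fve-4 (-0.187, 0.0146) and not called in hda6-6 (-0.044, 0.546). Of 9 evening-phased genes, 1 was higher and 3 lower in hda6-6, 2 and 3 in fve-4, and 0 and 2 in fld-6, all the same adjusted over the list alone. The clock gene BOA (AT5G59570) rose in hda6-6 (2.14) and fve-4 (2.45), and PRR3 (AT5G60100) in fve-4 (1.34). Of 18 flowering genes that Fig. 5C names, chosen by the study on these samples and so not independent evidence, 14, 18 and 12 were called in its direction in hda6-6, fve-4 and fld-6.

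**Figure D3:**
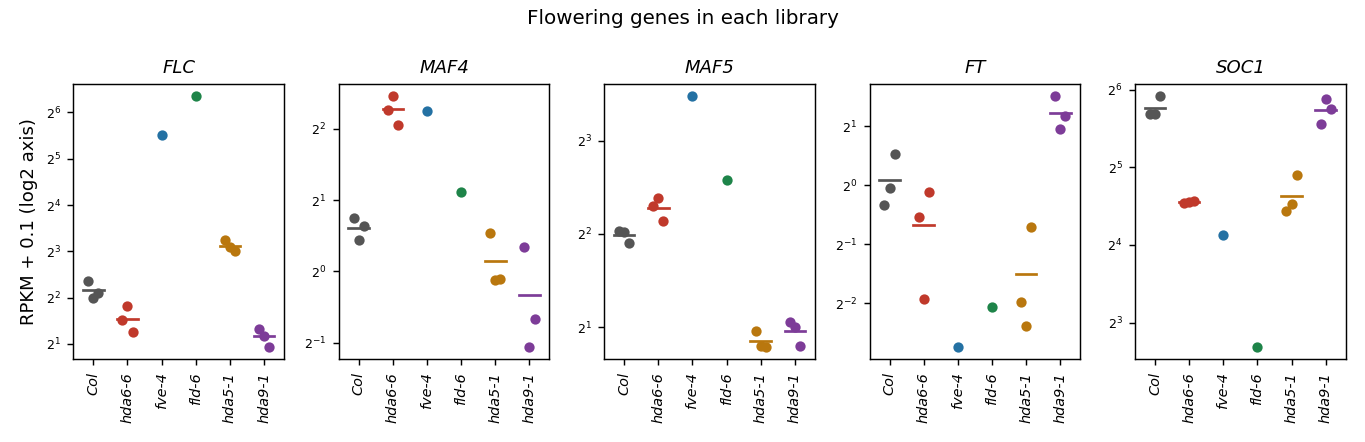
RPKM + 0.1 (log2 axis) of FLC, MAF4, MAF5, FT and SOC1 in Col, hda6-6, fve-4, fld-6, hda5-1 and hda9-1, where dots are libraries and lines are the means of genotypes with 3 libraries. FLC is at 45.6 in fve-4, 81.6 in fld-6, 8.57 in hda5-1 and 2.14 in hda9-1.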

From our transcriptome analysis, we found that genes related to cell wall-loosening, transport, flowering, and hormones are co-regulated by FVE, FLD, and HDA6 (**Figure 5C**). A large number of genes that are involved in cellular processes such as cell wall and transport are co-regulated by FVE, FLD, and HDA6. *SMALL AUXIN UP-RNA (SAUR)* genes play a significant role in promotes cell expansion (Cosgrove, 1998; Spartz et al., 2014). In addition, xyloglucan endotransglycosylases/hydrolases (XTHs) and expansins (EXPs) are two groups of enzymes important in cell wall loosening and cell expansion (Li et al., 2003; Van Sandt et al., 2007). A number of genes encoding SAURs, XTHs, and EXPs were repressed by FVE, FLD and HDA6 (**Figure 5C** and Supplementary Table S1), suggesting that the FVE-FLD-HDA6 module plays a role in stabilizing the cell wall.

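Of 30 tested xyloglucan endotransglucosylase/hydrolase (XTH) genes, 13 were higher and 2 lower in hda6-6 (14 and 2 adjusted over the list alone), 8 and 2 in fve-4 and 3 and 0 in fld-6 (both unchanged over the list alone). XTH16 (AT3G23730) was at an RPKM of 17.8 ± 0.689 (SD, n = 3) in Col and 131 ± 2.37 (SD, n = 3) in hda6-6, and had log2 fold changes of 2.87, 1.97 and 1.62 in hda6-6, fve-4 and fld-6. XTH9 (AT4G03210) had 2.58, 1.88 and 1.40. XTH33 (AT1G10550) had 5.37, 2.71 and 2.21, and with a pseudocount of 1 it was not called in fve-4 (0.93) or fld-6 (0.67). XTH23 (AT4G25810) rose by 4.98 in hda6-6 and had 0.33 in fve-4 and 0.19 in fld-6. The camera test of the family gave an adjusted p of 8.75e-05 in hda6-6 (0.473 with an estimated correlation), 0.0273 in fve-4 (0.506 with an estimated correlation and 0.083 without Col replicate 3) and 0.154 in fld-6. In hda5-1, 13 XTH genes were higher and none lower, and in hda9-1 8 and 2.

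Expansin genes went both ways. Of 25 tested members, 5 were higher and 6 lower in hda6-6, 3 and 5 in fve-4, and 1 and 1 in fld-6 (5 and 6, 3 and 5, and 2 and 1 adjusted over the list alone). The expansin-like gene EXPL2 (AT4G38400) rose by 4.92, 1.92 and 1.82 in hda6-6, fve-4 and fld-6. EXPL1 (AT3G45970) rose in hda6-6 (3.88) and in fve-4 (1.14, and 0.94 and not called under either scaling of RPKM) and had 1.05 (adjusted p = 0.054) in fld-6. The alpha-expansin gene EXPA8 (AT2G40610) fell by 3.73, 2.92 and 1.41, and EXPA1 (AT1G69530) had -2.01, -1.23 and -0.84, called in hda6-6 and fve-4. EXPL2, when hda5-1 and hda9-1 took the place of Col (chosen after the data were seen), was called lower in fve-4 (-1.25) and fld-6 (-1.35), as was EXPL1 (-1.47 and -1.55), and EXPA8 was called higher in fld-6 (1.70). Against Col, EXPL2 had 3.93 in hda5-1 and 2.41 in hda9-1, EXPL1 3.51 and 1.69, and EXPA8 -3.77 and -2.45, all called. As a list, expansin genes were lower in fve-4 in the camera test (adjusted p = 0.00896, 0.245 with an estimated correlation). Of the SAUR genes named in Fig. 5C as repressed, SAUR5 (AT4G34810) rose in hda6-6 (RPKM 4.27, against 1.46 in Col) and fve-4 (1.33) and had 0.82 in fld-6, and SAUR77 (AT1G17345) rose in hda6-6 (3.08) and had 1.22 in fve-4 and 1.42 in fld-6. Of 9 cell wall genes of Fig. 5C, 9 were called in its direction in hda6-6, 8 in fve-4 and 5 in fld-6. The study chose these 9 on the same samples.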

The transition of nutrients and metals play essential roles in physiological processes including plant growth, nutrition, signal transduction, and development (Hall and Williams, 2003). In *Arabidopsis* genome, approximately 5% of genes (more than 800 genes) encode membrane transport proteins (Mäser et al., 2001). 

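Of the transport genes that the paper names, some rose and others fell. TIM17-1 (AT1G20350), which encodes a subunit of the mitochondrial inner membrane translocase, rose by 1.91, 2.08 and 1.68 on the log2 scale in hda6-6, fve-4 and fld-6. TOM20-1 (AT3G27070), a receptor gene of the outer membrane, rose in hda6-6 (2.16) and had 0.76 in fve-4 and 1.53 in fld-6. The sulfate transporter gene SULTR1;1 (AT4G08620) had 1.12, 0.30 and 0.52 and the amino acid transporter gene UMAMIT25 (AT1G09380) 1.58, 1.04 and 0.81, each called in hda6-6 and not in fve-4 or fld-6, and with a pseudocount of 1 in none of the 3. UMAMIT25 was also called in hda5-1 (1.51) and hda9-1 (1.25), and SULTR1;1 in hda9-1 (1.103). The sugar transporter gene STP12 (AT4G21480) (1.17, 1.17 and 0.92) and the metallochaperone-like gene HIPP27 (AT5G66110) (1.45, 1.497 and 0.80) were called higher in hda6-6 and fve-4. Under either scaling of RPKM, STP12 was at 0.98 in fve-4 and not called. The molybdate transporter gene MOT1 (AT2G25680) had -1.15, -2.104 and -1.80 in hda6-6, fve-4 and fld-6, called lower in each, and the organic cation transporter gene OCT5 (AT1G79410) had -2.31, -1.996 and -1.56. PUP15 (AT1G75470), a purine permease gene, had -2.33, -2.02 and -2.48, and was not called with a pseudocount of 1 (-0.53, -0.50 and -0.55). GLTP3 (AT3G21260), a glycolipid transfer gene, fell in hda6-6 (-1.49) and had -0.94 and -0.95 in fve-4 and fld-6. Together with SLAH2, ABCG13 and ABCG18, these are 13 transport genes that the study chose on these samples, so their counts are not independent evidence. All 13 were called in the paper's direction in hda6-6, 9 in fve-4, 6 in fld-6, 10 in hda5-1 and 6 in hda9-1.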

Our RNA-sequencing analysis revealed that at least 21 genes related to nutrient and metal transport including *UMAMIT25*, *TIM17-1*, *TOM20-1*, *SULTR1;1*, *STP12*, *HIPP27*, *ABCG13*, *ABCG18*, *GLTP3*, *MOT1*, *OCT5*, and *PUP15* were affected in the mutants (Supplementary Tables S1 and S2; **Figure 5C**).

In addition, several genes related to hormone biosynthesis and signaling were also mis-regulated in *fve-4*, *fld-6*, and *hda6-6* mutants (**Figure 5**). 

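IAA3 (AT1G04240), an Aux/IAA repressor gene of auxin signaling, rose by 1.24, 1.26 and 1.75 on the log2 scale in hda6-6, fve-4 and fld-6, and SAUR60 (AT1G20470), a SMALL AUXIN UP-RNA gene, fell by 1.72, 2.03 and 2.24. IAA3 was also called higher in hda5-1 (1.58) and had 0.49 in hda9-1, and SAUR60 was called lower in hda5-1 (-1.94) and hda9-1 (-1.99). OPR3 (AT2G06050), which encodes an enzyme of jasmonic acid synthesis, was at an RPKM of 27.4 ± 3.18 (SD, n = 3) in Col, 81.8 in fve-4 and 131 in fld-6, with log2 fold changes of 1.58 and 2.26. In hda6-6 OPR3 had 1.00, at the 2-fold threshold, and it was not called under either scaling (0.97) or without Col replicate 3 (0.93). OPR3 also rose in hda5-1 (2.58) and had 0.30 in hda9-1. Of 9 genes of jasmonic acid and wounding, 2 were higher and 1 lower in hda6-6, 3 and 2 in fve-4 and 3 and 0 in fld-6, and the same counts were found when adjusted over the list alone. AOS (AT5G42650), of the same pathway, rose in fve-4 (1.497) and fld-6 (1.31) and had 0.14 in hda6-6, and the vegetative storage protein gene VSP2 (AT5G24770) fell in fve-4 (-1.66). The camera test of this list gave an adjusted p of 0.00351 in fld-6 (0.329 with an estimated correlation), 0.697 in fve-4 and 0.645 in hda6-6. CKX1 (AT2G41510), a cytokinin oxidase gene, fell in hda6-6 (-1.03, not called without Col replicate 1, where it was -0.92, nor without Col replicate 2 or hda6-6 replicate 1 or 2) and fve-4 (-1.84) and had -0.66 in fld-6. GA2OX1 (AT1G78440), a gibberellin 2-oxidase gene, fell in hda6-6 (-1.11, and -0.82 with no call without hda6-6 replicate 1) and had -1.16 (adjusted p = 0.0717) in fve-4 and -1.56 (adjusted p = 0.0771) in fld-6. It was also called lower in hda5-1 (-1.13) and hda9-1 (-1.16). CKX1 was called lower in hda5-1 (-1.18) and had -0.59 in hda9-1.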

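ACS6 (AT4G11280), a gene of the ACC synthase family, was at an RPKM of 45.4 ± 11.8 (SD, n = 3) in Col and 7.02 ± 0.928 (SD, n = 3) in hda6-6, with 4.57 in the fve-4 library and 7.22 in the fld-6 library. Its log2 fold changes were -2.65 (standard error 0.20, adjusted p = 1.39e-06) in hda6-6, -3.25 (standard error 0.28, adjusted p = 4.13e-05) in fve-4 and -2.60 (standard error 0.28, adjusted p = 0.000812) in fld-6, from limma. It was also lower in hda5-1 (-2.52) and hda9-1 (-2.54). Other genes of the family went both ways: ACS8 (AT4G37770) rose by 2.53 and ACS11 (AT4G08040) by 2.24 in hda6-6, and ACS7 (AT4G26200) fell in fve-4 (-1.21). ACO1 (AT2G19590), which encodes the next enzyme of the pathway, rose in hda6-6 (1.03) and hda9-1 (1.51).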

The expression of *ACS6* encoding 1-Aminocyclopropane-1-Carboxylic Acid (ACC) synthase in ethylene biosynthesis was down-regulated in *fve-4*, *fld-6*, and *hda6-6* mutants (Supplementary Table S2; **Figure 5C**). Furthermore, the expression of *MKK9*, *ERF2*, and *ERF5* involved in ethylene signaling was all reduced in the mutants. These data suggest that FVE, FLD, and HDA6 may co-regulate the gene expression involved in ethylene biosynthesis and signaling.

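MKK9 (AT1G73500), a MAP kinase kinase gene, was at an RPKM of 84.1 ± 11.0 (SD, n = 3) in Col, 30.78 ± 8.3 (SD, n = 3) in hda6-6, 13.1 in fve-4 and 26.1 in fld-6, with log2 fold changes of -1.48, -2.67 and -1.68 (adjusted p = 3.31e-05, 4.62e-05 and 0.0028 from limma). ERF5 (AT5G47230), a stress-responsive ERF gene, fell from 111 ± 4.66 (SD, n = 3) in Col to 12.8 ± 7.50 (SD, n = 3) in hda6-6, and was at 9.57 in fve-4 and 10.8 in fld-6 (log2 fold changes -3.26, -3.53 and -3.36). ERF2 (AT5G47220), an activator of the ERF family, had -2.87, -1.90 and -1.19. Its call in fld-6 (adjusted p = 0.024) was lost without Col replicate 1 (-1.09) and without Col replicate 2 (-1.05). ERF104 (AT5G61600) had -1.55, -3.07 and -2.84, and ERF13 (AT2G44840) had -1.45, -4.48 and -3.15, with no call in hda6-6 without hda6-6 replicate 1 (-1.19). ERF104 (1.34) and ERF13 (1.31) were called higher in hda6-6, and ERF2 (1.03) in fld-6, with hda5-1 and hda9-1 in place of Col, chosen after the data were seen.

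Of 29 tested genes of ethylene synthesis and signaling, 3 were higher and 7 lower in hda6-6, 0 and 9 in fve-4, and 0 and 7 in fld-6, and the counts adjusted over the list alone were the same. The receptor gene ETR1 and the signaling genes EIN2, EIN3 and EIL1 were called in none of the 3. The camera test gave an adjusted p of 0.181 in hda6-6, 1.15e-05 in fve-4 (0.132 with an estimated correlation) and 0.0225 in fld-6 (0.399 with an estimated correlation). In hda5-1, 2 of the 29 genes were higher and 7 lower, and in hda9-1 1 and 8. Of 16 genes of the early touch, wound and stress response, which share ERF5, ERF13 and ERF104 with this list, 4 were higher and 7 lower in hda6-6, 1 and 12 in fve-4 and 2 and 8 in fld-6 (4 and 7, 1 and 13, and 2 and 8 adjusted over the list alone). In hda5-1, 4 of these 16 were higher and 8 lower, and in hda9-1 2 and 12.

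**Figure D4:**
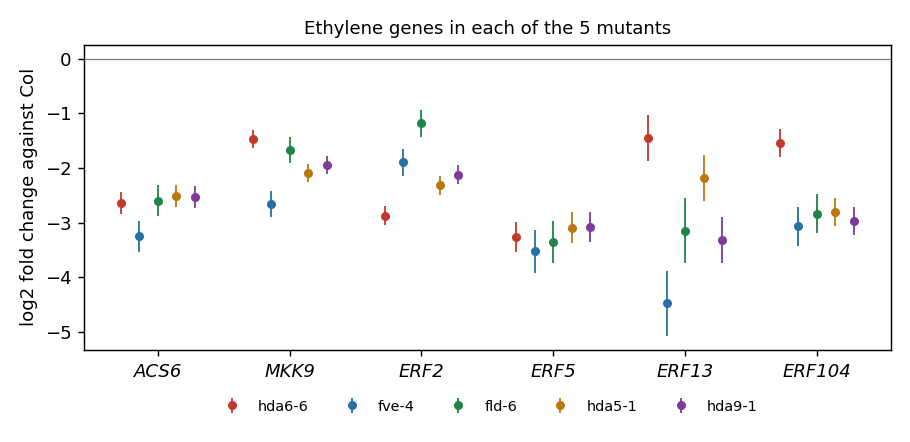
Log2 fold changes against Col (y axis) of ACS6, MKK9, ERF2, ERF5, ERF13 and ERF104 in hda6-6, fve-4, fld-6, hda5-1 and hda9-1, where dots are estimates and bars are standard errors. MKK9 is at -2.09 in hda5-1 and -1.95 in hda9-1.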

### FVE Regulates Gene Expression Involved in RNA Processing and Temperature Stimulus

We further performed the scatterplot and heat map analysis of FVE, FLD, and HDA6 regulated genes (**Figure 6**). Although FVE, FLD, and HDA6 co-regulate a large number of genes (**Figures 6A–C**, black circle), they also have specialized functions (red, yellow, and green circle in **Figures 6A–C**). 

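The difference between hda6-6 and the mean of fve-4 and fld-6 was tested in the same fit: 1328 genes were higher and 479 lower in hda6-6 (73.5% higher). With an adjusted p and no fold threshold, 2358 were higher and 3067 lower (43.5% higher). FLC (AT5G10140) differed by -4.41 (standard error 0.18, adjusted p = 2.12e-08 from limma), the largest such difference downwards. GolS4 (AT1G60470), a galactinol synthase gene, differed by -2.69. The differences upwards include AT2G15555, a non-coding RNA (9.38), and XTH18 (AT4G30280) (2.91). ERF6 (AT4G17490), a stress-responsive ERF gene, differed by 2.29, with 0.17 in hda6-6, -2.45 in fve-4 and -1.78 in fld-6. By calls alone, 1498 genes were higher in hda6-6 and in neither other mutant, 571 in fve-4 and 53 in fld-6, and 614, 370 and 44 were lower. These calls do not test a difference. Of them, 869 higher genes in hda6-6, 499 in fve-4 and 33 in fld-6 were not called in hda5-1 or hda9-1 either. The standard error of a log2 fold change is larger for the single libraries of fve-4 and fld-6 than for hda6-6, which limits a comparison of these counts.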

The heat map analysis showed the similar patterns among *fve-4*, *fld-6*, and *hda6-6* regulated genes, but several groups of genes were also independently regulated by FVE, FLD, or HDA6 (**Figure 6D**).

**FIGURE 6:**
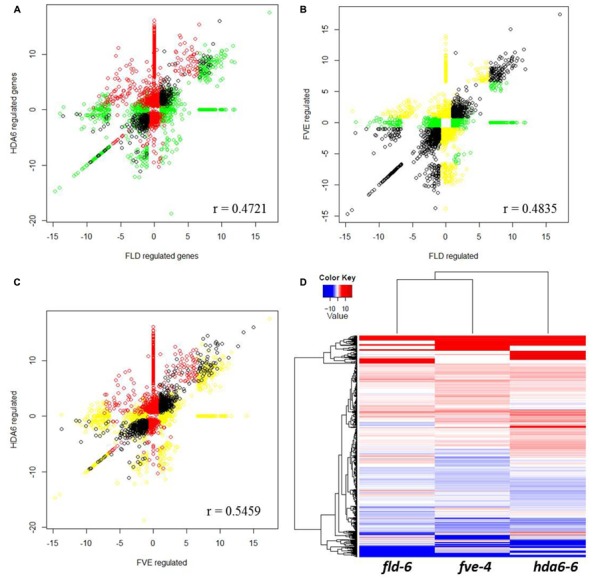
**Scatterplot analysis of FVE, FLD, and HDA6 regulated genes. (A–C)** Correlation by scatterplot of log2 fold change values between HDA6 and FLD regulated genes **(A)**, FVE and FLD regulated genes **(B)** and HDA6 and FVE regulated genes **(C)**. Correlation coefficient was calculated and shown in figure. **(D)** Transcriptional profiles comparisons represented as a heatmap to highlight up-regulated (red) and down-regulated (blue) genes in *fve-4*, *fld-6*, and *hda6-6* mutants.

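Across the 4066 genes called in at least 1 of the 3 mutants, the log2 fold changes had a Pearson r of 0.45 between hda6-6 and fld-6 (Spearman rho 0.498), 0.65 between fve-4 and fld-6 (0.668) and 0.578 between hda6-6 and fve-4 (0.564). In these 3 pairs, 79%, 81% and 84.8% of the genes had the same sign. Pairs with hda5-1 and hda9-1 gave an r of 0.645 (hda6-6 and hda5-1), 0.614 (hda6-6 and hda9-1), 0.62 (fve-4 and hda5-1), 0.726 (fve-4 and hda9-1), 0.649 (fld-6 and hda5-1) and 0.638 (fld-6 and hda9-1). Genes are not independent replicates, and the 3 Col libraries enter every fold change. Simulated unchanged mutants against shared controls had a mean r of 0.352, 0.25 and 0.355 for the first 3 pairs. Their covariances were 0.0344, 0.0347 and 0.0348, against 0.715, 0.765 and 1.38 observed. Part of the observed covariance may come from the shared controls. With hda5-1 and hda9-1 in place of Col, chosen after the data were seen, r was 0.012, 0.405 and 0.242. These r are over the genes called against that reference and not over the 4066. The change of reference and the change of gene set are therefore not told apart.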

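Of the genes that Fig. 4D places in 1 mutant alone, the ones listed for hda6-6 include SARD1 (AT1G73805), a regulator of salicylic acid synthesis, which rose by 1.56 on the log2 scale in hda6-6 and had 0.12 in fve-4 and 0.58 in fld-6. XTH17 (AT1G65310), of the same part, rose by 1.26 in hda6-6 and had 0.70 and -0.38. In hda5-1, SARD1 rose by 3.57 and XTH17 by 1.85. For fve-4 alone, LOX2 (AT3G45140), a lipoxygenase gene of jasmonate synthesis, rose by 1.54 in fve-4, and PI (AT5G20240), a floral homeotic gene, by 1.26. For fld-6 alone, FAMT (AT3G44860), a methyltransferase gene, rose by 2.56 in fld-6 and had 0.63 in hda6-6 and 0.78 in fve-4. The tested difference of hda6-6 from the mean of fve-4 and fld-6 was 1.21 for SARD1 (adjusted p = 0.0936), 1.09 for XTH17 (0.0153), -0.49 for LOX2 (0.257) and -1.05 for FAMT (0.0199). That difference averages fve-4 with fld-6, so for LOX2 and FAMT it cannot test a change in fve-4 alone or in fld-6 alone. Of 1111 tested genes of the hda6-6 part, 1032 were called higher in hda6-6, 688 by the tested difference, 397 in hda5-1 and 100 in hda9-1. Of 1102 tested genes of the fve-4 part, 409 were called higher in fve-4, and of 516 of the fld-6 part, 42 in fld-6. The study chose these genes on these samples, so the counts are not independent evidence.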

To gain further insight into the individual biological roles of FVE, FLD, and HDA6, we selected the up-regulated genes in each mutant for further analysis (Supplementary Figures S3A–F; Supplementary Tables S9–S11). In the *fve-4* mutant, a high enrichment in terms related to RNA processing was observed (Supplementary Figure S3A). Also, genes responding to temperature stimulus were also enriched, consisting with the proposed function of FVE in cold stress regulation (Kim et al., 2004). 

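HSP70-4 (AT3G12580) was at an RPKM of 109 in fve-4 and 19.4 ± 2.02 (SD, n = 3) in Col, a log2 fold change of 2.49 (standard error 0.57, adjusted p = 0.01). HSP90-1 (AT5G52640) rose by 2.13 (standard error 0.54), and HSP17.6A (AT5G12030), a small heat shock protein gene, by 3.46 (standard error 1.06, not called under either scaling of RPKM). Of 11 heat shock genes, 3 were higher in fve-4 (8 adjusted over the list alone), 1 in hda6-6 (0 adjusted over the list alone) and 0 in fld-6 (0 adjusted over the list alone), where the median log2 fold change was 1.12. The camera test gave an adjusted p of 0.0161 in fve-4 and 0.00351 in fld-6 (0.409 and 0.329 with an estimated correlation). In hda5-1, 7 of the 11 were higher (8 adjusted over the list alone), led by HSP17.6A with 4.86 and far apart between the 3 libraries (18.5 ± 15.1 (SD, n = 3)), and in hda9-1 4.

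Of 14 cold-responsive genes, 5 were lower in fve-4, 5 in hda6-6 and 1 in fld-6, none was higher, and the counts adjusted over the list alone were the same. The transcription factor gene CBF3 (AT4G25480) was at 7.09 ± 3.33 (SD, n = 3) in Col, and fell by 5.01 in fve-4, 5.67 in hda6-6 and 3.25 in fld-6. RD29A (AT5G52310), a dehydration and cold response gene, fell in fve-4 (-3.17) and hda6-6 (-2.26) and had -0.48 in fld-6. The cold-regulated gene COR15A (AT2G42540) had -0.18 in fve-4. The camera test put the list lower in fve-4 (adjusted p = 0.00023, 0.245 with an estimated correlation). In hda5-1, 5 of the 14 were higher and 4 lower, and in hda9-1 0 and 6. CBF3 fell in hda5-1 (-4.51) and hda9-1 (-3.53).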

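NUC2 (AT3G18610), a nucleolin gene, was at an RPKM of 0.919 in fve-4 and 0.283 in Col, a log2 fold change of 1.42 (standard error 0.32, adjusted p = 0.00977) from limma. BOP1 (AT2G40360), which encodes a factor of large ribosomal subunit assembly, was at 24.6 in fve-4 and 11.0 in Col (1.16, standard error 0.22), and NSN1 (AT3G07050), a nucleolar GTPase gene, was at 25.6 and 12.6 (1.03, standard error 0.25). Under a median-of-ratios scaling of RPKM, BOP1 (0.97) and NSN1 (0.84) were below 2-fold. Of 21 ribosome biogenesis and nucleolus genes, these 3 were higher in fve-4 and none in hda6-6, fld-6, hda5-1 or hda9-1 (the same adjusted over the list alone in the first 3). The median log2 fold change of the list was 0.62 in fve-4, 0.19 in hda6-6 and 0.05 in fld-6, and the camera test gave an adjusted p of 0.000101 in fve-4 (0.294 with an estimated correlation). The list was also higher in hda9-1, with a median of 0.319 and an adjusted p of 0.0048 (0.51 with an estimated correlation). Among cell wall genes higher in fve-4, XTH15 (AT4G14130) rose by 3.61, XTH25 (AT5G57550) by 3.02 and the expansin gene EXPA16 (AT3G55500) by 1.97. XTH15 also rose in hda6-6 (3.53), hda5-1 (2.04) and hda9-1 (2.26), and had -0.02 in fld-6. XTH25 also rose in hda6-6 (1.79), and EXPA16 in hda6-6 (2.26) and hda9-1 (1.90).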

A high proportion of genes involved in ribonucleoprotein complex biogenesis, non-coding RNA (ncRNA) metabolic process, ribosome biogenesis, as well as a cell wall organization were identified, suggesting the potential role of FVE in these processes.

The GO analysis also highlighted the potential role of HDA6 in oxidation-reduction, defense response, phosphorylation, intracellular signaling cascade, cell death, as well as cell wall organization (Supplementary Figure S3C). High proportion genes are found in oxidation-reduction, defense response, and cell death, consistent with previous studies showing that HDA6 is required for abiotic stress and plant defense (Chen et al., 2010; Zhu et al., 2011). 

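FMO1 (AT1G19250), a monooxygenase gene of systemic resistance, rose in hda6-6 (1.49, adjusted p = 0.0135), and was not called without Col replicate 3 or without hda6-6 replicate 1 (1.38). It was the only one of 14 salicylic acid and defense genes called higher in hda6-6 (1 adjusted over the list alone), and none was lower. The pathogenesis-related genes PR1 (AT2G14610), PR2 (AT3G57260) and PR5 (AT1G75040) had log2 fold changes of -0.16, -0.12 and -0.97 in hda6-6. The camera test of the list gave an adjusted p of 0.865 in hda6-6. In fve-4, PAD4 (AT3G52430), a regulator of basal resistance, fell by 1.44 and SID2 (AT1G74710), the isochorismate synthase gene, by 1.08 (not called without Col replicate 2, -0.96). These were the 2 genes of the list lower in fve-4, and the camera test put the list lower there (adjusted p = 0.0167, 0.513 with an estimated correlation). In fld-6 none was called by limma over all genes or adjusted over the list alone (camera adjusted p = 0.583), and in hda5-1 3 were higher, with EDS1 (AT3G48090) at 1.23. Of 99 tested genes that Supplementary Table S11 classes as stress, chosen by the study on these samples, 94 were called higher in hda6-6, 62 in hda5-1 and 19 in hda9-1.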

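CRK14 (AT4G23220), a cysteine-rich receptor-like kinase gene, was at an RPKM of 4.86 in hda6-6 and 0.545 in Col, a log2 fold change of 2.95 (standard error 0.27, adjusted p = 6.2e-06) from limma, and also rose in fve-4 (1.35, not called without Col replicate 3), hda5-1 (3.52) and hda9-1 (1.26). Of 59 tested genes of the kinase class that the study lists as higher in hda6-6 alone, 53 were called higher in hda6-6, 35 in hda5-1 and 4 in hda9-1. The study chose this list on these samples. Among the 9 kinase and receptor genes of Fig. 5C, 8 were called in the paper's direction in hda6-6, 8 in fve-4 and 6 in fld-6. They include the lectin receptor kinase gene LPK1 (AT4G02410), with -2.24, -2.73 and -1.86, and the glutamate receptor gene GLR3.5 (AT2G32390), with -1.84, -1.39 and -1.22 and no call in fld-6 without Col replicate 1 (-1.13).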

Interesting, 57 genes related to phosphorylation were exclusive to the *hda6* mutant (*hda6-6*; Supplementary Figure S3C; Supplementary Table S11). Also, a large number of transposons were specifically up-regulated in the *hda6-6* mutant (Supplementary Figures S2 and S3F; Supplementary Table S11), supporting the role of HDA6 in controlling the stability of transposons.

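Transposable element genes rose in hda6-6. Of 369 tested, 232 were higher and 10 lower in hda6-6, and 31 were higher in fve-4, 3 in fld-6, 6 in hda5-1 and 12 in hda9-1. Silent elements pass the filter through the 3 hda6-6 libraries themselves, while the lone fve-4 and fld-6 libraries cannot admit a gene on their own, so the 369 favor hda6-6. With an hda6-6 library left out and genes filtered again, 54, 57 and 55 were higher in hda6-6, and with no filter 275. Among genes at 0 in Col, which hda6-6 does not select, 301 of 3342 transposable element genes (9.01%) and 218 of 5515 others (3.95%) were detected in all 3 hda6-6 libraries, against 4 and 52 in hda5-1 and 1 and 29 in hda9-1. SADHU retroposons were among the 232: SADHU8-1 (AT1G50735) was listed at 0 in Col and at 21.2 in hda6-6, and SADHU3-2 (AT3G42658) rose from 1.96 to 65.7 in hda6-6 and 28.24 in fve-4 and fell in fld-6 (-1.61). AT5G35792 was listed at 0 in Col and at 38.4 in hda6-6. The tested difference of hda6-6 from the mean of fve-4 and fld-6 called 223 of the 369 higher in hda6-6. Of the 232 genes, 20 were also higher in fve-4, 2 in fld-6, 6 in hda5-1 and 10 in hda9-1, and they lie on chromosomes 1 to 5 in numbers of 37, 61, 54, 30 and 50. In fve-4, 20 were higher without Col replicate 3 in place of 31. Genes in the reference's pseudogene class were taken as transposable element genes, since 316 of the 323 genes that the paper's tables class as transposons are in it. Reads shared between copies of an element cannot be assigned in RPKM.

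**Figure D5:**
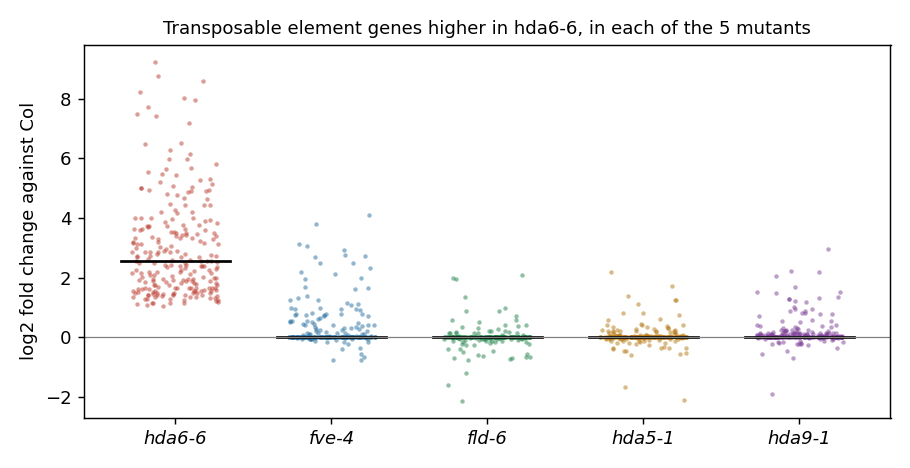
Log2 fold changes against Col (y axis) of the 232 transposable element genes higher in hda6-6, in hda6-6, fve-4, fld-6, hda5-1 and hda9-1, where dots are genes and black lines are medians. Of these 232, 20 were also called higher in fve-4 and 2 in fld-6.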

## Discussion

MSIL proteins were found in all eukaryotes but seem to be absent in prokaryotes (Hennig et al., 2005). In mammalian and yeast cells, MSIL proteins are subunits of many protein complexes controlling chromatin assembly, DNA damage repair, and stress-sensing signaling pathways (Hennig et al., 2005; Yang et al., 2013). Most of the MSIL proteins contain seven WD40 repeats and are believed to form a β-propeller fold structure which is important for protein-protein interactions (Smith et al., 1999).

In plants, *Arabidopsis thaliana* contains five MSIL proteins (MSI1 to MSI5), while rice (*Oryza sativa*) and *Zea mays* have three MSIL proteins. The *Arabidopsis* MSIL proteins can be classify into three main clades, including MSI1, MSI2/MSI3, and MSI4/MSI5 (Hennig et al., 2005). *Arabidopsis* MSI1 is a component of the MEA/FIE polycomb group complex, and loss of function of *MSI1* causes seed abortion, indicating that MSI1 is required for seed development (Köhler et al., 2003). FVE/MSI4 has been shown to repress expression of the central floral repressor *FLC* and several cold-responsive genes, including *COR15a* and *COR47* in *Arabidopsis* (Ausín et al., 2004; Kim et al., 2004). More recently, MSI5 was found to acts in partial redundancy with MSI4/FVE to silence *FLC* by associating with HDA6 (Gu et al., 2011; Yu et al., 2011).

The transition from vegetative to reproductive development in *Arabidopsis* is controlled by several independent pathways. *FLC* is a major repressor in flowering and is epigenetically regulated in response to both endogenous and environmental cues (Michaels and Amasino, 2001; He, 2009). The autonomous pathway genes including *FLD*, *HDA6*, and *FVE* repress the *FLC* expression through histone modifications. FLD is a lysine-specific demethylase 1-type histone demethylase involved in the removes methyl groups from mono- and dimethylated histone H3K4 (Jiang et al., 2007; Liu et al., 2007). HDA6 is a histone deacetylase catalyzing the removal of acetyl groups from lysine residues of histone. We found that FVE can interact with both FLD and HDA6, indicating that these proteins may be part of the same protein complex. Similar to *hda6* and *fld* mutants (Yu et al., 2011), increased levels of histone H3 acetylation and H3K4 trimethylation at *FLC* were also found in *fve* plants. These data support a scenario in which *FLC* repression associated with histone deacetylation and H3K4 demethylation in the autonomous pathway is mediated by the interaction of FVE with HDA6 and FLD.

*FLOWERING LOCUS C* is epistatic to *FLD* regarding flowering time, since the *flc fld* double mutant flowers as late as a *flc* single mutant (He et al., 2003). By contrast, the *hda6-6* mutant delays flowering even in an *flc-3* mutant background (Yu et al., 2011), suggesting that HDA6 may control flowering independent of FLC regulation. The flowering time phenotypes in *fld* and *fve* mutants are much stronger compared to *had6* mutants. Furthermore, *hda6 fld* and *hda6 fve* double mutants are later flowering compared to *fld* and *fve* single mutants, supporting non-redundant roles of HDA6 and FVE/FLD. A likely explanation may be functional redundancy between members of the HDAC protein family. Indeed, another HDAC, HDA5, was also found to be involved in flowering by interacting with FVE and FLD (Luo et al., 2015).

Histone H3K27 methylation is regulated by the Polycomb Repressor Complex 1 (PRC1) and PRC2 (Dellino et al., 2004; Francis et al., 2004; King et al., 2005). PRC2 acts as a histone methyl-transferase that catalyzes tri-methylation of histone H3K27, whereas PRC1 inhibits transcription and blocks remodeling of the target nucleosomes by binding the H3K27me3 marks. *Drosophila* PRC2 has been shown to be associated with histone deacetylases, suggesting that histone deacetylation is linked to the PRC2-mediated gene repression suppression (Tie et al., 2001). Recent studies showed that MSI4 represses *FLC* expression through its association with a PRC2 complex in *Arabidopsis* (Frolov and Dyson, 2004; Pazhouhandeh et al., 2011). In this study, hypomethylation of histone H3K27 was found in *FLC* chromatin of both *fve* and *hda6* mutants. Taken together, these results support that the FLD-FVE-HDA6 complex may act with the PRC2 complex to silence *FLC* in flowering regulation.

Among the mis-regulated genes found in *fve-4*, 51.8 and 36.5% were also mis-regulated in *fld-6* and *hda6-6*, respectively. The overlap among the mis-regulated genes in these mutants suggested that FVE, FLD, and HDA6 may functional together to control multiple plant developmental pathways. The SAUR19-24 subfamily of SAUR proteins play a significant role in promoting cell expansion (Cosgrove, 1998; Spartz et al., 2014). In addition, EXPs and XTHs were proposed to act as cell wall-loosening agents (Fry et al., 1992; Nishitani and Tominaga, 1992; Cosgrove, 2000). We found that many members of *SAUR*, *EXP*, and *XTH* genes were repressed by FVE, FLD, and HDA6 (Supplementary Tables S1, S5, and S7; **Figure 5C**), suggesting that the FLD-FVE-HDA6 complex is involved in the regulation of cell expansion.

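Of the 6 members of the SAUR19-24 subfamily, which promote cell expansion when over-expressed, 4 were lower and none higher in hda6-6 (4 and 0 adjusted over the list alone). SAUR24 (AT5G18080) was at an RPKM of 5.96 ± 0.731 (SD, n = 3) in Col and 1.81 ± 0.0547 (SD, n = 3) in hda6-6 (log2 fold change -1.66 (standard error 0.24, adjusted p = 0.000254)), and SAUR20 (AT5G18020) had -2.01. In fve-4, SAUR24 had -0.93 and SAUR20 -0.31, and in fld-6 0.27 and 0.53. The subfamily's camera test gave an adjusted p of 0.00408 in hda6-6 and 0.00565 in fve-4, both lower (0.107 and 0.104 with an estimated correlation), and 0.555 in fld-6, and none of its members was called in fve-4 or fld-6. Of the 16 genes that the annotation names SAUR with a number, 0 were higher and 4 lower in hda6-6, none was called in fve-4, and 2 were higher and 0 lower in fld-6 (3 and 0 adjusted over the list alone). This list is part of the family and leaves out SAUR5, SAUR60 and SAUR77. It was lower in hda6-6 (adjusted p = 0.0245) and fve-4 (0.00361) and higher in fld-6 (0.00427), with 0.256, 0.116 and 0.157 for these p under an estimated correlation. SAUR15 (AT4G38850) (1.51) and SAUR27 (AT3G03840) (1.13) rose in fld-6, and neither was called without Col replicate 1 or without Col replicate 3. In hda5-1 all 6 SAUR19-24 genes were lower, and in hda9-1 4.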

ABCG transporters are required for suberin and pollen wall extracellular barriers in *Arabidopsis* (Yadav et al., 2014). Five *Arabidopsis* ABCG transporters including ABCG2, ABCG6, and ABCG20 are required for synthesis of an effective suberin barrier in roots and seed coats, whereas ABCG1 and ABCG16 are required for the development of pollen wall (Yadav et al., 2014). We found that the expression of *ABCG13* and *ABCG18* was reduced in *fve-4*, *fld-6*, and *hda6-6* mutants (Supplementary Table S2). In addition to *ABCG13* and *ABCG18*, our RNA-sequencing analysis revealed that at least 21 genes related to nutrient and metal transport were also affected in the mutants (Supplementary Tables S1 and S2, **Figure 5C**), supporting that the FLD-FVE-HDA6 complex is required for controlling transport in plants. 

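ABCG13 (AT1G51460), an ABC transporter gene, was at an RPKM of 2.46 ± 0.134 (SD, n = 3) in Col, 0.987 ± 0.0891 (SD, n = 3) in hda6-6, 0.675 in fve-4 and 0.742 in fld-6. Its log2 fold changes were -1.24 (standard error 0.22, adjusted p = 0.000896) in hda6-6, -1.72 (standard error 0.31, adjusted p = 0.00272) in fve-4 and -1.60 (standard error 0.31, adjusted p = 0.0153) in fld-6, from limma. ABCG18 (AT3G55110), of the same subfamily, was at 2.76 ± 0.531 (SD, n = 3) in Col and 0.552 ± 0.0248 (SD, n = 3) in hda6-6, with log2 fold changes of -2.12 (standard error 0.24, adjusted p = 2.98e-05) in hda6-6, -1.33 (standard error 0.33, adjusted p = 0.0148) in fve-4 and -1.43 (standard error 0.33, adjusted p = 0.0396) in fld-6. ABCG18 was not called in fld-6 without Col replicate 2 (-1.42) or without Col replicate 3 (-1.29). With a pseudocount of 1, ABCG13 was not called in hda6-6 (-0.80) or fld-6 (-0.99), nor ABCG18 in fve-4 (-0.88) or fld-6 (-0.94). In hda5-1, ABCG13 (-1.08) and ABCG18 (-1.57) also fell, and in hda9-1 they had -0.71 and -0.96.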

Further research is required to reveal the molecular mechanism of the involvement of the FLD-FVE-HDA6 complex in the regulation cell expansion and transport.

## Author Contributions

C-WY and KW conceived this project and designed all research. C-WY and K-YC performed the research. C-WY and KW analyzed data and wrote the article.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://www.arabidopsis.org/

2 http://rackj.sourceforge.net/

# Supplementary material for: Genome-Wide Analysis of Gene Regulatory Networks of the FVE-HDA6-FLD Complex in Arabidopsis
**Source:** Front Plant Sci. 2016 Apr 28;7:555. doi: 10.3389/fpls.2016.00555
**Supplement:** Supplementary file 18

Supplementary Material

Genome-wide analysis of gene regulatory networks of the FVE-HDA6-FLD complex in Arabidopsis

Chun-Wei Yu, Kao-Yuan Chang and Keqiang Wu*

Supplementary Figures and Tables

Supplemental Figure 1. HDA6 and FLD physically interacted with FVE.

Supplemental Figure 2. Heatmap clustering of transposons up-regulated in *hda6-6*, *fve-4* and *fld-6*.

Supplemental Figure 3. Functional annotation of genes regulated by FVE, FLD, and HDA6.

Supplemental Figure 4. Validation of RNA-sequencing results.

Supplemental Figure 5. Scatterplot of Pearson correlation of three RNA-seq replicates for wild-type (Col) and *hda6-6* mutant.

Supplemental Table 1. Overlap of up-regulated genes found in the *fve-4*, *fld-6*, and *hda6-6* mutants.

Supplemental Table 2. Overlap of down-regulated genes found in the *fve-4*, *fld-6*, and *hda6-6* mutants.

Supplemental Table 3. Whole-genome expression profiling comparing the gene expression of Col wild type and *fve-4* mutant grown for 2 weeks under long day conditions. The genes up-regulated ≥ 2 folds were list in the table.

Supplemental Table 4. Whole-genome expression profiling comparing the gene expression of Col wild type and *fve-4* mutant grown for 2 weeks under long day conditions. The genes down-regulated 2 folds were list in the table.

Supplemental Table 5. Whole-genome expression profiling comparing the gene expression of Col wild type and *fld-6* mutant grown for 2 weeks under long day conditions. The genes up-regulated ≥ 2 folds were list in the table.

Supplemental Table 6. Whole-genome expression profiling comparing the gene expression of Col wild type and *fld-6* mutant grown for 2 weeks under long day conditions. The gene down-regulated ≥ 2 folds were list in the table.

Supplemental Table 7. Whole-genome expression profiling comparing the gene expression of Col wild type and *hda6-6* mutant grown for 2 weeks under

long day conditions. The genes up-regulated ≥ 2 folds and P value ≤ 0.05 were list in the table.

Supplemental Table 8. Whole-genome expression profiling comparing the gene expression of Col wild type and *hda6-6* mutant grown for 2 weeks under long day conditions. The genes down-regulated ≥ 2 folds and P value ≤ 0.05 were list in the table.

Supplemental Table 9. Specific genes up-regulated ≥ 2 folds in *fve-4* mutant.

Supplemental Table 10. Specific genes up-regulated ≥ 2 folds in *fld-6* mutant.

Supplemental Table 11. Specific genes up-regulated ≥ 2 folds in *hda6-6* mutant.

Supplemental Table 12. Primers used in this study

Figure legends

Supplemental Figure 1. HDA6 and FLD physically interacted with FVE.

BiFC assays in tobacco leaves show the interaction between HDA6 and FVE (A), HDA6 and FLD (B) or FLD and FVE (C) in living cells. HDA6, FVE and FLD were fused with the C terminus (YC) or N terminus (YN) of YFP. Empty vectors (YN and YC) were also co-transfected as the negative control (D).

Supplemental Figure 2. Heatmap clustering of transposons up-regulated in *hda6-6*, *fve-4* and *fld-6*. Cluster analysis of transposons which were up-regulated in *hda6-6*, *fve-4* and *fld-6*. The transposons represented in at least one of mutants were analyzed. The color bar represents the log2 of the RPKM value.

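Of the 3911 transposable element genes in the files, 413, 313 and 281 were above an RPKM of 0 in the 3 Col libraries and 965, 871 and 821 in the hda6-6 libraries. The fve-4 library had 399 and the fld-6 library 266. The 3 libraries of hda5-1 had 409, 301 and 295, and those of hda9-1 395, 290 and 331. Of the 232 transposable element genes called higher in hda6-6, 232, 231 and 232 were above an RPKM of 0.1 in the hda6-6 libraries, 26, 27 and 23 in the Col libraries, 41 in fve-4 and 22 in fld-6. At the depth of these libraries, estimated from the steps between low values, an RPKM of 0.1 in a gene of 1 kb corresponds to 1.79 to 2.56 reads. A gene listed at 0 was not detected at this depth.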

Supplemental Figure 3. Functional annotation of genes regulated by FVE, FLD, and HDA6. (A-C) Relative number of genes up-regulated in *fve-4*, *fld-6*, and *hda6-6* analyzed by DAVID database. (D-F) Functional classification of genes up-regulated in *fve-4*, *fld-6*, and *hda6-6*.

Supplemental Figure 4. Validation of RNA-sequencing results.

(A-B) Real-time RT-PCR analysis of the expression of ethylene related genes in Col wild type, *hda6-6*, *fld-6* and *fve-4* plants grown under LD conditions for 14 days. (C) Gene involved in transport. (D-H) Genes related to cell wall expansion. The values shown are means $\pm$ SD.

Supplemental Figure 5. Scatterplot of Pearson correlation of three RNA-seq replicates for wild-type (Col) and *hda6-6* mutant. The coefficients between replicate 1 and 2, 2 and 3, and 1 and 3 are 0.970057, 0.963591, and 0.96409, respectively, for Col

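The Pearson r of log2(RPKM + 1) over all genes was 0.9939 between Col replicates 1 and 2, 0.9933 between 2 and 3 and 0.9933 between 1 and 3. In hda6-6, it was 0.9951 between replicates 1 and 2, 0.9933 between 2 and 3 and 0.9938 between 1 and 3. Libraries of Col and hda6-6 had a mean r of 0.971, so pairs within a genotype were closer than pairs between them. The fld-6 library had a mean r of 0.9869 with the Col libraries and the fve-4 library 0.9782. These correlations are across genes, which are not independent replicates, and no test was made. The square of r of log2 RPKM over the genes above 0 in both libraries, computed after the printed values were seen, was 0.970057, 0.963591 and 0.96409 for the same Col pairs and 0.972537, 0.96653 and 0.96772 for the same hda6-6 pairs.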

and 0.972537, 0.96653, 0.96772, respectively, for *hda6-6*.

How the deposited data were processed for this re-analysis (not part of the article)

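RNA of 14-day-old Arabidopsis plants was sequenced in 14 libraries: 3 each of Col, hda6-6, hda5-1 and hda9-1, and 1 each of fve-4 and fld-6. The genotypes were taken from the sample labels. The labels of Col, hda6-6, hda5-1 and hda9-1 carry replicate numbers 1 to 3 and those of fve-4 and fld-6 the number 1, and the paper speaks of 3 biological repeats for Col and hda6-6. Neither the files nor the labels say that the replicates are separate cultures, and if they are not, the p-values measure only the spread between these samples. The numbers do not state that Col replicate 1 and mutant replicate 1 were grown together, so the samples were not paired. The plants of hda5-1 and hda9-1 are not analysed in the paper. They entered the fit to share the estimate of spread, and they are set beside the other mutants as measured values.

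The deposited files hold RPKM for each gene and library and no read counts. Per the submitters' notes, the authors sequenced on an Illumina HiSeq instrument, called bases with CASAVA 1.8, mapped the reads to TAIR10 with Bowtie2 (version not given) and computed RPKM with RackJ. RPKM was divided by the mapped total of each library and was not otherwise scaled. No trimming, mapping or counting was redone. Of the gene IDs, 32835 were found in the annotation and 767 were not, and 10654 carried a symbol. The 3911 genes in the annotation's class of pseudogenes were taken as transposable element genes, because 316 of the 323 genes that the paper's tables class as transposons fall in it, and 6 of 6277 other genes of those tables do.

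The number of mapped reads was estimated from the steps between low RPKM values, with a tolerance of 0.02 for a whole number of reads. In units of 1e6 reads, it was 23.57, 21.628 and 21.761 in Col, 23.808, 21.502 and 21.392 in hda6-6, 22.772, 25.564 and 22.882 in hda5-1, 17.873, 19.056 and 22.178 in hda9-1, 25.378 in fld-6 and 23.34 in fve-4. These estimates served to judge depth and were not used in the test. Between 27.21 and 32.09% of genes were at 0 per library, and low RPKM values rest on few reads.

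Values were transformed to log2(RPKM + 0.1), and the 23187 genes above RPKM 0.1 in at least 3 libraries were tested, 369 of them transposable element genes. The test was limma 3.58.1 in R 4.3.3 with an intensity trend (eBayes, trend = TRUE, robust = FALSE), genotype as the only factor, 8 residual and 3.83 prior degrees of freedom. Each mutant was compared with Col, and hda6-6 with the mean of fve-4 and fld-6. P-values were adjusted by Benjamini-Hochberg within each comparison, and a gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. All adjusted p-values of genes are from this limma fit. The design, written before the files were seen, put a count-based test first and named this limma fit as the fallback for files without counts. The fallback was used.

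The single libraries of fve-4 and fld-6 contribute no spread, and their standard errors borrow it from the groups of 3. With 3 against 3 libraries, an exact rank or permutation test cannot go below a 2-sided p of 0.1, so none was used. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The code was tested on simulated data: of 200 planted changes it recovered 195 in hda6-6, 184 in fve-4, 179 in fld-6, 193 in hda5-1 and 197 in hda9-1, with 3 to 6 false calls among 22148 unplanted genes, and 0, 0, 0, 0 and 1 calls with nothing planted.

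Gene lists were fixed before the values were read: the mutated genes and relatives, FLC clade, floral integrators and activators, morning-phased and evening-phased clock genes, early touch, wound and stress response, cold, heat shock, ethylene, ribosome biogenesis and nucleolus, salicylic acid and defense, jasmonic acid and wounding, anthocyanin, leaf photosynthesis, root, flower and seed markers, XTH, expansin, SAUR19-24 and the SAUR family. The last holds only the 16 genes that the annotation names SAUR with a number, and SAUR5, SAUR60, SAUR77 and SAUR21 (AT5G18030) carry no such name there and are left out of it. Each was tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the 21 lists, and again with the correlation estimated from the residuals and with fry. Under the estimated correlation, no list was called in hda6-6, fve-4 or fld-6, so the number of called members, also adjusted over the list alone, is given first. Lists that the paper's tables define were counted and not tested.

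Shared genes were set against n1*n2/N and against 100 simulations of unchanged mutants that keep the shared Col libraries. Shares have 95% intervals from 10000 bootstrap resamples of genes. Correlations of fold changes were taken over the 4066 genes called in hda6-6, fve-4 or fld-6. Transposable element genes mostly pass the filter through the hda6-6 libraries, so a Fisher's exact test of their share of the called genes, which was run, has no valid background and is not given.

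Genes are named by a rule set before the files were seen: the genes that the paper names, the mutated genes, the 4 called members of each fixed list with the largest change, and the 10 called genes per comparison with the largest rise and fall at a mean RPKM of at least 2, in hda6-6 without overlap between libraries. Values in the paper's tables count as seen. Outside this rule, ERF6, COR15A, ACS7, ACS11, ACO1, ETR1, EIN2, EIN3, EIL1, PR1, PR2, PR5, XTH17, EXPA1, HEI10 and SADHU8-1 were chosen after their values were seen.

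The alternatives were other pseudocounts, thresholds, filters, libraries in the fit, a replicate block, disjoint Col libraries, each library left out in turn, and, chosen after the data were seen, median-of-ratios and trimmed-mean scaling of RPKM, and hda5-1 and hda9-1 as the reference, and shares over the genes of fld-6 or hda6-6. Immunoprecipitation, chromatin and quantitative PCR experiments are not analysed here, and the paper's enrichment of gene ontology terms was not repeated.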

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

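The tests of mislabelled libraries, of scaling by the mapped total and of deeper libraries were written after the result was seen; the others were written before. Results are given here because they come from libraries that the paper does not analyse, or because hda6-6 differs from fve-4 and fld-6.

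In hda5-1, 1278 genes were higher and 914 lower than in Col, and in hda9-1 488 were higher and 870 lower; the paper does not analyse these libraries. Of the genes called in fve-4, fld-6 and hda6-6 alike, 20 were also higher and 136 also lower in both of these, so they were changed in all 5 mutants.

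The genes of all 5 mutants could come from the Col libraries that every comparison shares. Chance deviations of Col are an unlikely source: 241 genes were past 2-fold and an unadjusted p under 0.05 in the same direction in all 5 mutants, and at most 5 in simulated unchanged mutants. A Col harvest at another time of day may contribute, since morning-phased clock genes lay below evening-phased ones by -0.63 or more in each mutant, although the bootstrap intervals of that difference reach above 0 in hda6-6, fld-6 and hda5-1. Handling of Col at harvest might contribute too, with a median of -0.7 or lower for the early touch, wound and stress list in each mutant, and intervals that reach above 0 in hda6-6 and hda5-1. The list is mixed: of its 16 genes, 4 were called higher and 7 lower in hda6-6, and 4 and 8 in hda5-1. TCH3 (AT2G41100) rose in hda6-6 (3.68) and hda5-1 (4.07) and had 2.57 in fld-6. WRKY18 (AT4G31800) rose in hda6-6 (3.16) and hda5-1 (3.22). A shared biological response of the 5 mutants would look the same, and these libraries leave it open; the paper cites HDA5 as an interactor of FVE and FLD.

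FLC differed by -4.407 on the log2 scale between hda6-6 and the mean of fve-4 and fld-6, and is given here because the mutants differ. Mislabelled hda6-6 libraries are unlikely: HDA6 was at most 3.623 in them and at least 8.08 in every other library. Scaling by the mapped total is not a likely cause either, with -0.664 for FLC in hda6-6 under the scaling nearer to 0. Whether the lone fve-4 and fld-6 libraries stand for their genotypes stays open. For FLC, the paper's quantitative RT-PCR of older plants also has a rise in fve-4, and a rise in hda6-6 that is not seen here.

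By the tested difference, 223 transposable element genes were higher in hda6-6 than in the mean of fve-4 and fld-6, which is given here for the same reason; silent elements pass the filter through the hda6-6 libraries themselves, so the tested set favors hda6-6. Genomic DNA could raise silent genes of every kind, but among genes at 0 in Col the share detected in all hda6-6 libraries was 2.28 times as high in transposable element genes as in others. Gene length and copy number were not matched, so this does not exclude DNA. Other silent genes were also detected more often in hda6-6 (3.95%) than in hda5-1 (0.94%) or hda9-1 (0.53%). Deeper hda6-6 libraries are not a likely cause, since their median depth was 0.988 of that of Col. Reads shared between copies of an element stay open.

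With 3 against 3 libraries there are 10 splits, the real one included, too few for a share under 0.05. The real split called 2993 genes in hda6-6 (highest other split 2), 2192 in hda5-1 (2) and 1358 in hda9-1 (3), and 232 higher transposable element genes (0), each reached by 1 split of 10. For gene lists in hda6-6, 4 were called, a number that 9 splits of 10 reached, with a highest other split of 8.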

How the results depend on the processing

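The files hold no read counts, so the planned count-based alternatives (RLE, library totals only, DESeq2 and filters on counts) were not run. Median-of-ratios and trimmed-mean scaling of RPKM, no filter and RPKM > 1 in 3 libraries, hda5-1 and hda9-1 in place of Col, shares over the genes of the other mutant, and the settings with Col replicate 1 alone or squared r were chosen after the data were seen. Of 281 alternative values of the counts, shares and correlations, 172 kept their size, as did 124 of 132 with a library left out. None of these was reversed, but counts and shares have no sign, so only correlations could reverse. The balance of higher and lower genes did turn in some settings, given below. In a first run genes were filtered again after each library was left out, which left 54, 57 and 55 higher transposable element genes in hda6-6; the gene set was then held fixed, after that was seen. Where a cause is not given, it was not tested.

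With a pseudocount of 1, calls (higher and lower) were 920 and 703 in hda6-6, 473 and 607 in fve-4, 785 and 521 in hda5-1, and 231 and 475 in hda9-1. At an unadjusted p under 0.05 and 2-fold, fld-6 had 459 and 595, the share of fve-4 genes also changed in fld-6 was 23.2%, and 91 and 262 genes changed in all 3 mutants. With an adjusted p and no fold threshold, hda6-6 had 4361 and 3446, fve-4 3578 and 1571, fld-6 319 and 397, hda5-1 3488 and 2590, and hda9-1 3399 and 2344, so the part that was higher went from 49.5 to 69.5% in fve-4 and from 35.9 to 59.2% in hda9-1; 2358 genes were higher and 3067 lower in hda6-6 than in the mean of fve-4 and fld-6 (43.5% higher, in place of 73.5%), a count added after the values were seen; the shares were 9.8% in fld-6 and 50.4% in hda6-6, and 168 and 269 genes changed in all 3.

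By the paper criterion, fve-4 had 1857 and 1850 genes and fld-6 1027 and 1304, the shares were 29.7% and 26.1%, and 118 genes were higher in all 3. With Col replicate 1 alone the shares were 32.7% and 26%, and 147 were higher in all 3. Over the genes of fld-6 and hda6-6 in place of those of fve-4, the shares were 63.6% and 27.6%, 47.3% and 35.6% by the paper criterion, and 50.4% and 36.8% with Col replicate 1 alone. With disjoint Col libraries (mean of 6 rotations) the shares were 22.3% and 35.4%, 182 and 299 genes changed in all 3, and r was 0.396 (hda6-6 and fld-6), 0.571 (fve-4 and fld-6) and 0.539 (hda6-6 and fve-4). By ratio alone, fld-6 had 1710 higher genes against Col replicate 3; at RPKM > 1, fve-4 had 1022 and 1065 and fld-6 471 and 513; with no minimum, 3321 were lower in fve-4 and 2976 in fld-6; with trimmed-mean factors 1227 were higher in fve-4.

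In the same order of pairs, r was 0.353, 0.496 and 0.471 over all tested genes, 0.23, 0.448 and 0.424 for ratios with a pseudocount of 0.0001, and 0.536, 0.715 and 0.629 with a pseudocount of 1. Spearman rho of hda6-6 and fld-6 was 0.498. Against Col replicate 1, r was 0.505 for fve-4 and fld-6 and 0.532 for hda6-6 and fve-4. The mean r of replicates in Col and hda6-6 was 0.9905 and 0.9909 for log2(RPKM + 0.1), 0.9894 and 0.99 above RPKM 1, and 0.9659 and 0.9689 for squared r; without a logarithm it was 0.977 in hda6-6.

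Camera with an estimated correlation called 0 lists in hda6-6, 0 in fve-4 and 0 in fld-6, and fry called 10 in hda6-6 and 7 in fld-6. Of transposable element genes, 5 were higher in fld-6 with no filter, and with RPKM > 1 in 3 libraries 79 were higher and 3 lower in hda6-6 and 19 higher in fve-4.

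Under median-of-ratios scaling 453 genes were higher in fve-4, with shares of 17% and 49.9%; under trimmed-mean scaling 445, with 16.9% and 50.2%. Both scalings remove a shift of all genes in fve-4, by construction.

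With hda5-1 and hda9-1 in place of Col, hda6-6 had 905 and 204 genes, fve-4 429 and 381, and fld-6 246 and 185, so the part that was higher went from 37.4 to 57.1% in fld-6 and from 61.6 to 81.6% in hda6-6; the shares were 12.3% and 17.8%, 24 and 6 genes changed in all 3, 2 transposable element genes were lower in hda6-6, and r was 0.012, 0.405 and 0.242. These r are over the genes called against this reference, not over the 4066. Of the genes the paper names that were called against Col, the sign changed in 29 of 101 in hda6-6, 21 of 91 in fve-4 and 32 of 62 in fld-6. The single genes of this setting were kept out of the counts above after that was seen. Of the 4, 14 and 11 gene lists called against Col, 1, 10 and 5 stay called in the same direction. The morning-phased clock list turned in fld-6, to higher (adjusted p = 0.00215). Lists newly called against their direction from Col are early touch, wound and stress (higher, 5.46e-06) and heat shock (lower, 0.027) in hda6-6 and XTH (lower, 0.000915) in fld-6.

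A replicate block moved the share of fve-4 genes also changed in hda6-6 to 49.5% and called 1864 and 1161 genes in hda6-6, 719 and 838 in fve-4 and 146 and 232 in fld-6, with 4, 13 and 8 gene lists in place of 4, 14 and 11. Both lone libraries are numbered 1 and entered the block as such. The numbers were not taken to pair samples, since not every pair is over 0.1 and 5 of 9 pairs correlate best with their own number: residual correlations of Col with hda6-6 of the same number were 0.146, 0.079 and -0.049, with hda5-1 0.103, 0.016 and 0.078, and with hda9-1 0.153, -0.039 and -0.012. All 3 pairs numbered 1 are over 0.1 and best with their own number, and of the Col libraries fld-6 and fve-4 correlate most with Col 1 (0.9895 and 0.9805), so a batch shared by the libraries numbered 1 is not excluded.

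With a library left out, the share of fve-4 genes also changed in hda6-6 ranged from 43.3 to 47.9%, higher transposable element genes in fve-4 from 20 to 31, and r from 0.435 to 0.478, 0.647 to 0.694 and 0.562 to 0.599 in the order above. Higher and lower genes ranged over 1624 to 1982 and 1067 to 1155 in hda6-6, 725 to 928 and 783 to 917 in fve-4, and 115 to 154 and 193 to 241 in fld-6, all with the gene set held fixed. With genes filtered again after an hda6-6 library was left out, 1339, 1500 and 1499 were higher in hda6-6.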

Differences from the paper's values

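The paper states 2-fold and a p of 0.05 for all mutants. For fve-4 and fld-6, with 1 library each, a ratio of RPKM without a test is inferred here from the legends of Supplementary Tables S3 to S6, which name the fold alone, and from the counts below; the counts here rest on an adjusted p and 2-fold. For fve-4 the paper gives 2104 higher and 1871 lower genes, and 905 and 924 were found here. For fld-6 the paper gives 1226 and 1313, and 157 and 263 were found here. The planned paper criterion, a ratio to the Col mean, gives 1857 and 1850 in fve-4 and 1027 and 1304 in fld-6, near the paper's counts; without a fold threshold, fve-4 has 1571 lower genes. Against Col replicate 1 alone, a setting chosen after the paper's tables were seen to print that library's values, fve-4 has 2106 higher and 1742 lower genes and fld-6 1226 and 1273. By the same ratio rule, Col replicates 2 and 3 have 1034 and 807 higher and 707 and 1151 lower genes than Col replicate 1.

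The paper gives 51.8% as the share of fve-4 genes also changed in fld-6, and 14.6% was found here. No setting with the fve-4 genes as the denominator comes near it; the highest are 32.7% with Col replicate 1 alone, chosen after the values were seen, and 29.7% by the paper criterion. The denominators seem unlike: over the fld-6 genes, chosen after the values were seen, the share is 63.6% here, 47.3% by the paper criterion and 50.4% with Col replicate 1 alone. For hda6-6 the paper gives 36.5%, and over the hda6-6 genes the share is 27.6%, 35.6% and 36.8% in the same order. For genes higher in all 3 mutants the paper gives 147, and 42 were found here. The settings chosen before the files were seen that come near are the paper criterion (118), the adjusted p without a fold threshold (168) and disjoint Col libraries (182); with Col replicate 1 alone, chosen after the values were seen, the count is 147.

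The correlation of fve-4 and fld-6 is about 0.48 in Fig. 6B, read by eye, and 0.65 here; over all tested genes, as planned, it is 0.496, and against Col replicate 1, chosen after the values were seen, 0.505. That of hda6-6 and fve-4 is about 0.55 in Fig. 6C, read by eye, and 0.578 here; settings near it, chosen before the files were seen, are disjoint Col libraries (0.539) and Spearman rho (0.564).

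For replicates the paper gives correlations of 0.970057 (Col 1 and 2), 0.963591 (Col 2 and 3), 0.96409 (Col 1 and 3), 0.972537 (hda6-6 1 and 2), 0.96653 (hda6-6 2 and 3) and 0.96772 (hda6-6 1 and 3), where r of log2(RPKM + 1) is 0.9939, 0.9933, 0.9933, 0.9951, 0.9933 and 0.9938. No setting chosen before the files were seen gives the paper's values. The square of r over genes above 0 in both libraries, chosen after the paper's values were seen, equals all 6.

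Of the 106 genes that the paper names in Fig. 5C and the text with a direction, 105 have its sign in hda6-6, 106 in fve-4 and 105 in fld-6, and none is called in the other direction against Col. Of the 18 flowering genes, 17 have the paper's sign in hda6-6. The exception is FLC, which the paper's Fig. 5C places among genes higher in the mutants and which was lower in hda6-6 without a call. The paper's quantitative RT-PCR, in older plants than these, has FLC higher in hda6-6. Its chromatin immunoprecipitation, in younger plants, has more histone acetylation at FLC in hda6-6. In fld-6 the exception is OLEO3 (-0.04, not called).

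The paper states that many SAUR, EXP and XTH genes are repressed by FVE, FLD and HDA6, that is higher in the mutants. Of the genes it names, SAUR5 and SAUR77 have that direction, and of 30 XTH genes 13 were higher and 2 lower in hda6-6. Of the 16 genes that the annotation names SAUR with a number, a part of the family that leaves out SAUR5 and SAUR77, 0 were higher and 4 lower in hda6-6, 0 and 0 in fve-4 and 2 and 0 in fld-6, so this count does not describe the whole family. Of 25 expansin genes 5 were higher and 6 lower in hda6-6, 3 and 5 in fve-4 and 1 and 1 in fld-6.

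Of the 106 genes, 101 are called in the paper's direction in hda6-6, 91 in fve-4 and 62 in fld-6. Of those not called, the paper criterion calls CNGC7 and LECRK-I 1 in hda6-6. In fve-4 it calls UMAMIT25, TOM20-1, DVL21, PP2-A5, SAUR77, GA2OX1, KAN2 and ASG4; an adjusted p without a fold threshold calls GLTP3 and LLG1, and SKS3 is called without Col replicate 3. In fld-6 the paper criterion calls 29: PHE1, FT, COL1, CNGC7, HTR11, CRK14, GLR3.2, EXPL1, UMAMIT25, TOM20-1, SLAH2, RSH4, DVL21, ELIP1, SPA3, CBF2, MBP1, PP2-A5, MES18, MYB27, TRFL8, BLH8, WRKY42, SAUR77, SOB5, GA2OX1, BBX31, KAN2 and ASG4. An adjusted p without a fold threshold calls SKS5 and LLG1 there. With hda5-1 and hda9-1 in place of Col, chosen after the data were seen, MAF5, itself lower than Col in hda5-1 (-1.138) and hda9-1 (-1.033), is called higher in hda6-6 (1.37) and fld-6 (1.68), and EXPL1 (-1.55), SKS5 (-1.36) and BXL2 (-1.09), which the paper has higher, are called lower in fld-6. In that setting 15, 10 and 4 of the 101, 91 and 62 genes stay called in the paper's direction in hda6-6, fve-4 and fld-6. Called in the other direction are STZ (1.56), ERF13 (1.31) and ERF104 (1.34) in hda6-6, EXPL1 (-1.47) and EXPL2 (-1.25) in fve-4, and EXPL2 (-1.35), EXPA8 (1.70), MYBL2 (1.06) and ERF2 (1.03) in fld-6.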

Other observations

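In hda5-1, 7 of 11 heat shock genes were higher, and the camera test gave an adjusted p of 0.000111 (0.315 with an estimated correlation). HSP101 (AT1G74310), a disaggregase gene, was at a mean RPKM of 29.49 (SD 22.3) in hda5-1 and 1.146 (SD 0.125) in Col, a log2 fold change of 4.28 (standard error 0.44, adjusted p = 2.71e-05). The hda5-1 libraries stand far apart, at 10.78, 54.14 and 23.57 for HSP101 and at 62.29, 203.2 and 106.9 for HSP70-4 (AT3G12580). The heat shock factor gene HSFA2 (AT2G26150) rose by 3.09 in hda5-1 and 1.49 in hda9-1, and had 1.695 (adjusted p = 0.0568) in fve-4. The cold-regulated genes KIN1 (AT5G15960, 3.18) and COR15A (AT2G42540, 1.41) rose in hda5-1 and had 0.94 and 0.20 in hda9-1. MRD1 (AT1G53480) was at 25.62 in Col, 0.04812 in hda5-1 and 1.24 in hda9-1 (log2 fold changes -7.48 and -4.84), and at 35.31 in hda6-6, 44.69 in fve-4 and 33.19 in fld-6. Its neighbor HEI10 (AT1G53490) was also lower in hda5-1 (-3.095) and hda9-1 (-1.953), and a local difference in the background of these lines was not tested and stays open. The glucosyltransferase gene UGT73C6 (AT2G36790) fell in hda9-1 (-6.65) and hda6-6. The FLC clade gave other calls than in fve-4: in hda9-1 3 of its 6 genes were lower and none higher, and in hda5-1 1 was higher and 1 lower. FLC itself had 0.96 in hda5-1, without a call, and a difference from fve-4 was not tested.

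The chlorophyll-binding protein gene LHCB2.1 (AT2G05100) was at 593.6 in fve-4 and 3716 in Col (-2.63, standard error 0.26), and LHCB1.1 (AT1G29920) at 933.6 and 4572 (-2.27, standard error 0.23). Of 8 leaf photosynthesis markers, 3 were lower in fve-4, 0 in hda6-6, 0 in fld-6, 1 in hda5-1 and 1 in hda9-1, and none was higher. The camera test gave an adjusted p of 2.87e-05 in fve-4 (0.132 with an estimated correlation), 0.00427 in fld-6 (0.329), 0.0166 in hda5-1 (0.487) and 0.0048 in hda9-1 (0.411).

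Of 9 anthocyanin genes, 1 was higher and 2 lower in hda6-6, 0 and 1 in fve-4, 0 and 0 in fld-6, 2 and 1 in hda5-1 and 1 and 1 in hda9-1. The MYB gene PAP1 (AT1G56650) fell by 3.002 in hda6-6 and 2.62 in fve-4 and had 0.08 in fld-6, while DFR (AT5G42800) rose by 2.64 in hda6-6. Of 5 tested flower markers, SEP3 (AT1G24260) was the only one lower in hda6-6 (-1.36), fld-6 (-1.47) and hda5-1 (-1.84), PI was the only one higher in fve-4, and none was called in hda9-1. Of 9 root markers, 1 was higher in hda6-6 (0 adjusted over the list alone), 1 in hda9-1 (COBL9, 1.07) and none in fve-4, fld-6 or hda5-1. Their median log2 fold change was 0.799 in hda6-6 and 0.804 in hda9-1. The camera test gave an adjusted p of 0.181 and 0.0778 there, and fry 0.0191 and 0.0113. Of 3 tested seed storage and oil body genes, OLEO3 was higher in hda6-6 and OLEO2 in fve-4 (2.42), and none was called in fld-6, hda5-1 or hda9-1.

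Medians of the clock and touch lists, with 95% bootstrap intervals, were computed in every mutant. Morning-phased minus evening-phased clock genes gave -1.42 (-2.31 to 0.42) in hda6-6, -1.39 (-3.16 to -0.01) in fve-4, -0.63 (-1.33 to 0.48) in fld-6, -1.22 (-2.27 to 0.54) in hda5-1 and -1.82 (-2.57 to -0.63) in hda9-1. The early touch, wound and stress list had -0.70 (-1.55 to 1.12), -2.52 (-3.25 to -1.83), -1.54 (-2.92 to -0.86), -1.21 (-2.36 to 0.02) and -2.07 (-2.97 to -1.52) in the same order.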
